# Microarray Analysis of Gene Expression by Skeletal Muscle of Three Mouse Models of Kennedy Disease/Spinal Bulbar Muscular Atrophy

**DOI:** 10.1371/journal.pone.0012922

**Published:** 2010-09-23

**Authors:** Kaiguo Mo, Zak Razak, Pengcheng Rao, Zhigang Yu, Hiroaki Adachi, Masahisa Katsuno, Gen Sobue, Andrew P. Lieberman, J. Timothy Westwood, D. Ashley Monks

## Abstract

**Background:**

Emerging evidence implicates altered gene expression within skeletal muscle in the pathogenesis of Kennedy disease/spinal bulbar muscular atrophy (KD/SBMA). We therefore broadly characterized gene expression in skeletal muscle of three independently generated mouse models of this disease. The mouse models included a polyglutamine expanded (polyQ) AR knock-in model (AR113Q), a polyQ AR transgenic model (AR97Q), and a transgenic mouse that overexpresses wild type AR solely in skeletal muscle (HSA-AR). HSA-AR mice were included because they substantially reproduce the KD/SBMA phenotype despite the absence of polyQ AR.

**Methodology/Principal Findings:**

We performed microarray analysis of lower hindlimb muscles taken from these three models relative to wild type controls using high density oligonucleotide arrays. All microarray comparisons were made with at least 3 animals in each condition, and only those genes having at least 2-fold difference and whose coefficient of variance was less than 100% were considered to be differentially expressed. When considered globally, there was a similar overlap in gene changes between the 3 models: 19% between HSA-AR and AR97Q, 21% between AR97Q and AR113Q, and 17% between HSA-AR and AR113Q, with 8% shared by all models. Several patterns of gene expression relevant to the disease process were observed. Notably, patterns of gene expression typical of loss of AR function were observed in all three models, as were alterations in genes involved in cell adhesion, energy balance, muscle atrophy and myogenesis. We additionally measured changes similar to those observed in skeletal muscle of a mouse model of Huntington's Disease, and to those common to muscle atrophy from diverse causes.

**Conclusions/Significance:**

By comparing patterns of gene expression in three independent models of KD/SBMA, we have been able to identify candidate genes that might mediate the core myogenic features of KD/SBMA.

## Introduction

Kennedy disease/spinal bulbar muscular atrophy (KD/SBMA), is a progressive neuromuscular disease [1], [2], which is caused by an expanded trinucleotide repeat length encoding the polyglutamine (polyQ) tract of the androgen receptor (AR) gene [3]. Polyglutamine expansion of other genes similarly results in neurodegenerative conditions, such as Huntington's disease and several autosomal dominant spinocerebellar ataxias [4]. The mechanisms that mediate neurodegeneration in the polyQ diseases remain poorly understood. The orthodox view of KD/SBMA is that the polyQ expanded AR has a toxic gain of function and also a loss of trophic function within motoneurons, resulting in neuron loss and consequently denervation-induced muscular atrophy. However, recent insight from mouse models of KD/SBMA have suggested that primary myogenic pathology, and more specifically pathological alterations in gene expression within skeletal muscle, might also contribute to this disease (reviewed in [5]). This evidence consists mainly of 2 major findings: that myopathy precedes neuropathy in mice with genetic polyQ expansion mutations in the AR [6], and also that overexpression of AR in muscle fibers is sufficient to reproduce several hallmark features of KD/SBMA [7]. Additional circumstantial evidence includes the presence of myopathy and transcriptional alterations in polyQ expanded AR mutant mice [6], [7], [8], [9], and studies of human pathology [6], [10], [11].

Transcriptional disturbance caused by polyQ expansion is thought to contribute to the etiology of KD/SBMA. Loss of the normal transcriptional functions of AR [12], [13], is paired with gain of toxic function, in which novel interactions of AR with cofactors results in aberrant transcriptional activation and/or repression [14]. An additional possibility is that transcriptional disturbance might occur indirectly, due to pathology at the cellular, tissue, organ or system level [5]. For example, muscle from polyQ AR mutant mice exhibit alterations in gene expression typical of denervation [6], [7], [15], which seems likely to originate as a cell non-autonomous response to neuropathy. Other candidate genes which might mediate pathology in KD/SBMA have been identified, including vascular endothelial growth factor (*Vegfa*) [7], [9], P300/CREB binding protein (*P300/CBP*) [9], [16], heat shock proteins [17], [18], [19], [20], [21], [22], [23], [24], and genes related to mitochondrial function [25]. More systematic studies of gene expression have been performed on cell lines [14], but to date, there have been no published reports of transcriptional profiling of mouse models of KD/SBMA.

Research into the etiology of KD/SBMA has been hampered somewhat by mouse models being analyzed individually, with little or no direct comparison between models. We therefore included several mouse models that differ significantly in the type of induced mutation and in some features of their phenotype (reviewed in [5]), but share common pathological features, including: myopathy, neuropathy, sex biased neuromuscular atrophy, ligand-dependant pathology, and transcriptional disturbance. HSA-AR mice, which lack polyQ AR despite having these features of KD/SBMA pathology, were included in the comparison to allow us to evaluate those alterations which are unique to polyQ AR. Additionally, we compared these results with published microarray analysis of gene expression in skeletal muscle of mice with related conditions, such as AR knock out (ARKO, [26]), DHT treatment of mice [27], [28], Huntington's disease [29], denervation induced and chronic muscle wasting [15], [30] to gain insight into the underlying systemic, cellular and molecular pathological mechanisms.

## Results

Complete lists of differentially regulated genes resulting from microarray analysis of HSA-AR, AR97Q and AR113Q are presented in the supporting material (Tables S1, S2, S3). 

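The arrays measured RNA of lower hindlimb muscle from males of the 3 models and from WT males. Each MEEBO array carries long oligonucleotide probes for mouse genes and is hybridized with 2 RNA samples, labelled with Cy5 and Cy3, so that a spot gives the log2 ratio of Cy5 to Cy3. There were 12 arrays, 3 per group. HSA-AR, WT and AR113Q samples were in Cy5 against a reference in Cy3 that pooled RNA of 10 WT mice (5 males and 5 females, 70 days old). The other 3 arrays compared AR97Q males (Cy5) directly with WT brothers (Cy3), without a dye swap. The sample labels and the paper differ in 2 details. The labels give 40 µg of RNA per labelling and the paper 20 µg. For age, the labels give 129, 108 and 110 to 130 days for HSA-AR and WT males and 100 days for AR113Q and AR97Q males, and the paper gives 110 to 130 days, 3 to 4 months for AR113Q and 112 to 118 days for AR97Q.

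The methods describe Lowess normalization within subgrids. The deposited log2 ratios did not have the properties of normalized values, since the medians of the arrays ran from -3.79 to 1.10 and the running median along the probe numbers spanned 0.82 to 3.60 within an array. On each array 73.2 to 90.8% of the spots held the log2 of a ratio of 2 small whole numbers (the smaller at most 40, to 4 decimals), as dim spots do. After small random shifts of the values, 5.7 to 45.8% still matched by chance (45.8% on HSA-AR array 2), so that these shares overstate the dim spots. With the smaller number at most 10, the matches were 22.9 to 72.8%, and 0.4 to 3.7% after shifts. On each array 12.1 to 30.4% of the values counted as spots with signal. WT arrays 2 and 3 held identical values at 49.3% of their spots, WT array 1 shared 7.59 and 7.80% with them, and AR113Q arrays 1 and 2 shared 9.18%, whereas none of the other 62 pairs of arrays shared over 0.73%. Arrays that shared values in this way were taken as images of 1 hybridization, averaged and counted as 1 sample, which leaves 3 HSA-AR, 1 WT, 2 AR113Q and 3 AR97Q samples.

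The running median was subtracted from each array, probes of a gene were averaged, and limma was fitted to genes with signal in every group compared (at least 2 arrays of each group). The lone WT sample is assumed to vary like the other groups, and HSA-AR and AR113Q share it. HSA-AR array 3 was unlike HSA-AR arrays 1 and 2 over probes with signal in all groups (r = 0.482 and 0.242, against 0.75 between arrays 1 and 2). The averaging of repeated arrays, the need for signal and the subtraction of the running median were chosen after the values had been seen, with several filters and limits tried. The fit planned before the data were examined, on every array and every spot as deposited, called 2 genes higher in HSA-AR and 1 lower in AR113Q at an adjusted p under 0.05. In AR97Q this limma fit called 0 genes, with 1492 at an unadjusted p under 0.05.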

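In AR97Q muscle, genes of fast muscle fibres and of polyamine metabolism fell. Of 21 measured fast fibre genes, 15 were lower than in WT brothers and none was higher at an adjusted p under 0.05 from limma (18 lower when adjusted over the list alone), with a median log2 fold change of -1.68. As a group they were lower at an adjusted p of 1.12e-16 from limma's camera (adjusted p = 7.55e-10 with an estimated correlation). Actn3, the alpha-actinin of fast fibres, had a log2 fold change of -3.12 (standard error 0.17, adjusted p = 0.0276 from limma, n = 3 arrays). Pvalb, a calcium buffer of fast fibres, was at -2.96 (standard error 0.39, adjusted p = 0.0331 from limma) and Mylk2, the myosin light chain kinase of skeletal muscle, at -2.71 (standard error 0.24, adjusted p = 0.0304 from limma). Of 8 measured genes of polyamine metabolism, 4 fell and none rose (5 lower and 1 higher when adjusted over the list alone), and camera gave an adjusted p of 0.000682 (0.000387 with an estimated correlation). Among these were Smox, spermine oxidase, at -5.39 (standard error 0.72), and the S-adenosylmethionine decarboxylase gene Amd1 at -4.62 (standard error 0.30), with its near-identical copy Amd2 at -4.14, which the probes may not tell apart.

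Genes of calcium handling went mostly the same way, with 11 of 21 lower and 1 higher (the same counts when adjusted over the list alone) and an adjusted p of 0.0103 from camera. The higher gene was Casq2, the calsequestrin of slow and cardiac muscle, at 4.59 (standard error 0.19), whereas Casq1, that of fast fibres, was at -2.68 (standard error 0.38). The 14 measured slow fibre genes did not pass as a group (adjusted p = 0.375, median -0.25, mean 0.32), with 4 higher, among them Csrp3 at 2.59, and 2 lower, among them myoglobin (Mb) at -2.42 (5 higher and 4 lower when adjusted over the list alone). Outside these groups, the largest rises among the genes changed in all 3 arrays included the stress-induced transcription factor Atf3 at 4.77, the amino acid transporter Slc7a5 at 3.93, Rab15 at 4.56, D430039N05Rik at 5.44, 1110030K22Rik at 4.08, Cri1 at 3.80 and Ttc9 at 3.64. The largest falls included the immunoglobulin heavy chain genes IGHM at -7.71 and Igh-6 at -7.61, Sema3b at -5.61, Dkk3 at -5.16 and Ky, a gene needed for normal muscle growth, at -4.92.

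Of 6098 genes tested in AR97Q, 330 rose and 369 fell at an adjusted p under 0.05, at adjusted p values between 0.0239 and 0.05, and 685 of the 699 also changed at least 2-fold. When array 1, 2 or 3 was left out, with 1 residual degree of freedom, limma called 0 genes (1067, 1972 and 1708 at an unadjusted p under 0.05, lowest adjusted p 0.183, 0.0787 and 0.0511). The log2 fold changes of the called genes kept their sign and moved by less than 1.5 times without any array, with medians of 1.54 to 1.59 (1.57 with all) for the higher and -1.76 to -1.74 (-1.79 with all) for the lower genes. A call needs values that lie close together on the 3 arrays. Such stability, here and below, therefore follows from the selection and is no separate support for the calls. The split depends on the scaling: 756 rose and 81 fell with arrays centred on their medians, which moves the median of all genes from 0.02 to 1.19, 303 rose and 1063 fell with quantile normalization, and 1040 rose and 352 fell with the trend along probe numbers kept. The fast fibre and polyamine lists stayed lower at an adjusted p under 0.05 in each of the 17 alternative settings run for AR97Q, those without 1 array included, and the calcium list was lost in 4 of them (highest adjusted p 0.854). The lists were written before the data were examined but after Table S2 had been read, and 11 of the 21 fast fibre genes, 9 of the 21 calcium genes and 2 of the 8 polyamine genes stand in that table, so their direction is not independent evidence.

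**Figure D1:**
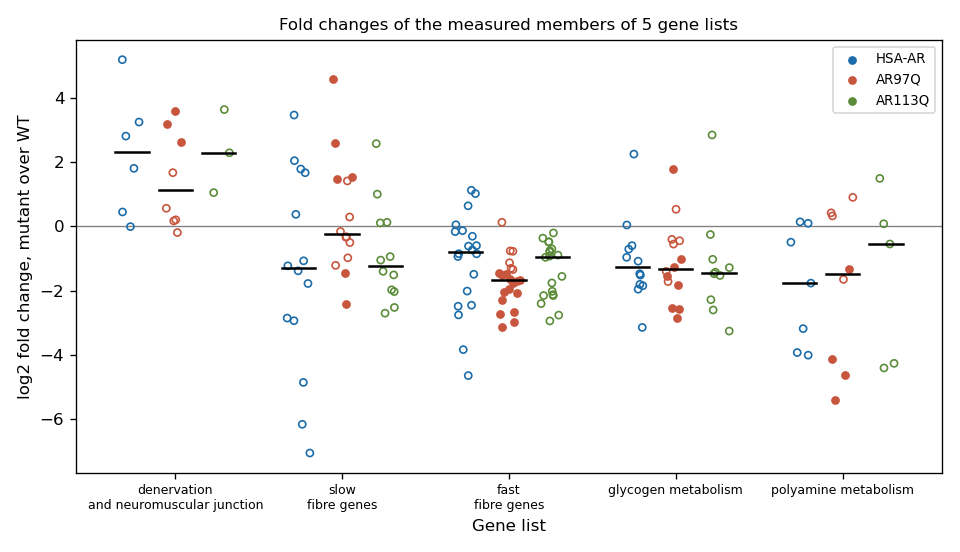
log2 fold change against WT (vertical axis) of the measured members of 5 gene lists (horizontal axis) in HSA-AR, AR97Q and AR113Q. Each circle is a gene, filled circles passed an adjusted p under 0.05 from limma, and bars mark medians. In AR97Q, 15 of 21 fast fibre genes are filled and below 0, and no circle is filled in HSA-AR or AR113Q.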

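In HSA-AR muscle, genes of slow fibres, calcium handling and polyamine metabolism were lower as groups than in the lone WT sample. The fit holds no spread between WT samples. A trait of that WT muscle shared by the genes of a list can therefore not be told apart, in HSA-AR or AR113Q. Slow fibre genes were also lower against this sample in AR113Q (median -1.23), and did not pass in AR97Q against WT brothers (adjusted p = 0.375 from camera). No gene passed an adjusted p under 0.05 on its own from limma among the 4269 tested, 248 had an unadjusted p under 0.05, and the methods' t-test at the paper's thresholds gave 187 (113 higher and 74 lower). The methods' t-test sets the 3 HSA-AR samples against the lone WT sample, and on simulated data with 200 genes changed it found 71 changed and 132 unchanged genes. Its counts were 48 higher and 45 lower, 71 and 42, and 55 and 52 without HSA-AR array 1, 2 or 3. Of 14 measured slow fibre genes, 9 were below 0, with a median of -1.31 and an adjusted p of 4.57e-06 from camera (6.36e-05 with an estimated correlation). Adjusted over the list alone, 6 were lower and 3 higher. Myh7, the slow myosin heavy chain, was at -6.16 (standard error 0.62, adjusted p = 0.151 from limma, n = 3), and Myl2, a slow light chain, at -4.86 (standard error 0.81, adjusted p = 0.298 from limma). Of 19 calcium handling genes 18 were below 0 (adjusted p = 1.3e-05 from camera, 0.00291 with an estimated correlation), and the 7 polyamine genes had a median of -1.77 (adjusted p = 1.3e-05, 0.00131 with an estimated correlation), with 3 lower when adjusted over the list alone. Of 20 fast fibre genes 16 were below 0 (median -0.79, adjusted p = 0.000348), a call lost with an estimated correlation (adjusted p = 0.256). Of the slow fibre genes 8 stand in Table S1, as do 4 of the calcium handling, 2 of the polyamine and 6 of the fast fibre genes. That table had been read when the lists were written. In the same samples the 3 measured genes of exocrine glands were higher as a group (median 4.25, adjusted p = 3.13e-15 from camera, 2.32e-06 with an estimated correlation), all 3 also when adjusted over the list alone. They are the amylase genes Amy1 at 4.99 (standard error 0.57, adjusted p = 0.201 from limma) and Amy2 at 4.25, whose sequences are alike, and Egf at 3.34. Of these 3 genes 2 stand in Table S1, so that their direction is not independent evidence. In AR113Q the same 3 genes were also higher as a group (median 0.70, adjusted p = 0.0376, lost with an estimated correlation at 0.322 and without AR113Q array 3), with Egf at 3.66, Amy1 at 0.70 and Amy2 at 0.48, and Egf was at 2.36 in AR97Q (adjusted p = 0.0565 from limma).

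In AR113Q, limma called 0 of 3911 genes, with 549 at an unadjusted p under 0.05 and 352 (248 higher and 104 lower) by the methods' t-test at the paper's thresholds. With 2 samples against 1, the methods' t-test found 52 changed and 68 unchanged genes on simulated data, and it cannot be run without AR113Q array 3, which leaves 1 sample against 1. Over all tested genes the median log2 fold change in AR113Q was 0.33, not 0. Probes without signal in any group had medians of -3.68 to -3.67 on the WT arrays and -2.32 to -0.27 on the AR113Q arrays. On HSA-AR arrays 1, 2 and 3 these medians were -3.3, -4.03 and 1.42. The Lowess step was not repeated, and an effect of spot brightness on the AR113Q and HSA-AR lists was not tested and stays open. All 19 measured fast fibre genes were below 0 (median -0.97, adjusted p = 1.62e-05 from camera), as were 13 of 18 calcium handling genes (median -1.03, adjusted p = 0.00921), 8 of 12 slow fibre genes (median -1.23, adjusted p = 0.00497) and 3 of 5 polyamine genes (median -0.55, adjusted p = 0.00162). With an estimated correlation these adjusted p values were 0.138, 0.141, 0.0937 and 0.0937, so that no list passed. In AR113Q, Smox was at -4.41 (standard error 0.67, adjusted p = 0.259 from limma, n = 2). Counting every array as a sample, repeated images included, limma called 498 genes in HSA-AR and 1492 in AR113Q. With only the arrays compared, at 1 residual degree of freedom, limma called 1094 genes in AR113Q, and with the replicate number as a block, repeated images counted, 2605 in AR113Q and 101 in HSA-AR.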

The degree to which genes are regulated similarly between these models is represented by Venn diagram (Figure 1). This analysis indicated a similar degree of overlap between the 3 models, and suggested that a core pattern of altered gene expression is associated with the symptoms of KD/SBMA common to the three models. 

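Most of the genes called in AR97Q were on the same side of 0 in the other models, where none was called on its own. A technical effect shared by the mutant arrays but not by the WT sample was not tested. Of the genes called higher in AR97Q, 207 were measured in HSA-AR and 177 of these were above 0 there, with a median log2 fold change of 0.82. Of those called lower, 266 were measured and 200 were below 0, with a median of -0.77. Limma's camera gave adjusted p values of 5.33e-12 and 1.02e-14 (0.05 and 0.000715 with an estimated correlation). In AR113Q, 173 of 182 were above 0 (median 1.20) and 190 of 248 below 0 (median -0.93), with adjusted p values of 2.96e-11 and 3.23e-16 (0.046 and 0.000349 with an estimated correlation).

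At the paper's thresholds (at least 2-fold, coefficient of variation under 100%, unadjusted p under 0.05 from the methods' t-test), HSA-AR and AR97Q shared 21 higher and 29 lower genes among 3780 tested in both, where independent lists would share 6.62 and 5.66. AR113Q and AR97Q shared 27 higher and 25 lower genes among 3412, against 11.6 and 8.17. HSA-AR and AR113Q shared 10 higher and 10 lower genes among 3212, against 4.38 and 2.21 for independent lists and 2.99 and 3.31 for simulated unchanged groups set against the same WT sample. Part of this excess may come from the shared WT sample, which cannot be split, and on simulated data the methods' t-test found more unchanged than changed genes in HSA-AR and AR113Q. From the overlap between its lists, the paper proposes a core pattern of altered expression associated with the symptoms common to the 3 models.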

The list of genes in the intersection between the 3 models is reported in Table S4.

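The genes of Table S4 that could be tested lay on the listed side of 0 in each model, and limma called none of them in HSA-AR or AR113Q. The copy of Table S4 used here holds 41 rows, of the 43 genes the paper gives, and 38 of them have a named probe. In AR97Q, 12 of the 13 tested genes listed as higher rose and 21 of 23 listed as lower fell at an adjusted p under 0.05 from limma (13 and 23 when adjusted over the list alone), with median log2 fold changes of 2.32 and -2.91. These calls, like all those in AR97Q, were lost when any 1 of its 3 arrays was left out, with log2 fold changes that moved by less than 1.5 times. In HSA-AR, 11 of 11 were above 0 (median 2.25) and 19 of 19 below 0 (median -2.76), and in AR113Q 10 of 10 (median 2.30) and 20 of 20 (median -2.52). None of these passed over all genes from limma, whereas 8 and 11 in HSA-AR and 7 and 13 in AR113Q had an unadjusted p under 0.05. Pfkfb3, an enzyme that sets the level of a glycolysis activator, was at -4.07 in HSA-AR (standard error 0.85, adjusted p = 0.384 from limma, n = 3) and -3.11 in AR113Q (standard error 0.83, adjusted p = 0.259 from limma, n = 2), and Amd1 at -3.18 and -4.26 (standard errors 0.83 and 0.81). Because the study chose these genes on the same samples, the counts are not independent evidence of a direction.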

**Figure 1:**
Venn diagrams of microarray results by mouse model. Diagram representing the number of genes whose expression differed from WT controls for each mutant strain (HSA-AR, AR97Q, AR113Q), and the number of such genes shared by each model. Notably, the overlap between HSA-AR and either of the polyQ models was similar to the overlap between the polyQ AR samples. Gene numbers were obtained by examining gene lists generated by a 2-fold, p≤0.05 criterion.

The list of candidate genes presented in Table S4 notably includes several whose functions relate to differentiation and/or atrophy of muscle. These include: DNA-damage-inducible transcript 4-like (*Ddit4l*), Enabled homolog (*Enah*), F box protein 32 (*Fbxo32*), and Integrin beta 1 binding protein 3 (*Itgb1bp3*). Other differentially regulated genes are implicated in regulating oxidative metabolism within skeletal muscle including: *Ddit4l*, Phospholipase A2, group VII (*Pla2g7*), and Phosphorylase kinase alpha 1 (*Phka1*). *Ddit4l*, also known as REDD2 and SMHS1, inhibits muscle growth via the *Igf1*/mTOR pathway and is regulated during atrophy of rat soleus muscle and the associated fiber type transition from oxidative to glycolytic [31], [32]. *Enah*, also known as MENA, modulates the actin cytoskeleton and cell signaling along with VASP. Dominant negative inhibition of both *Enah* and VASP results in cardiomyopathy [33]. *Itgb1bp3*, also known as MIBP, is developmentally regulated during myogenic differentiation and is thought to inhibits myocyte adhesion to laminin and myocyte production of laminin [34], [35]. Allelic variants of *Pla2g7* can promote reductions in adiposity following exercise in human populations [36], and reduction of adipose tissue is a known function of myocyte AR [37]. Allelic variants in *Phka1* in human populations are associated with metabolic myopathy [38], [39]. When considered in the context of the putative protective or toxic functions of these genes, the general pattern of regulation observed in our samples for *Ddit4l*, *Enah* and *Itgb1bp3* are consistent with adaptive tissue response to toxicity and that observed for *Phka1* and *Pla2g7* is consistent with a causal role in myopathy.

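In AR97Q, Ddit4l, Itgb1bp3, Phka1 and Pla2g7 fell and Enah rose. Ddit4l had a log2 fold change of -2.85 (standard error 0.19, adjusted p = 0.0276 from limma, n = 3 arrays), Itgb1bp3 of -7.09 (standard error 0.31, adjusted p = 0.0268), Pla2g7 of -3.72 (standard error 0.25, adjusted p = 0.0276) and Phka1 of -2.58 (standard error 0.23, adjusted p = 0.0304), all from limma. Enah, the actin regulator, was at 2.41 (standard error 0.30, adjusted p = 0.0317), and its adjusted p rose to between 0.0787 and 0.206 without 1 array, at 2.39, 2.72 and 2.13 without array 1, 2 or 3.

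In HSA-AR and AR113Q no gene was called, and the values went in the same directions where they could be tested. Pla2g7 was at -5.90 in HSA-AR (standard error 1.25, adjusted p = 0.384 from limma, n = 3) and -3.49 in AR113Q (standard error 1.22, adjusted p = 0.292, n = 2). Itgb1bp3 was at -3.25 (standard error 1.40, adjusted p = 0.902) and -3.71 (standard error 1.37, adjusted p = 0.304), and Phka1 at -3.15 (standard error 0.83) and -2.60 (standard error 0.82). Ddit4l was at -2.43 in AR113Q (standard error 0.74, adjusted p = 0.285). The HSA-AR spots of Ddit4l and the WT spots of Enah were dim, so that no fold change is given for Ddit4l in HSA-AR or for Enah in HSA-AR and AR113Q.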

*Fbxo32* deserves special attention, as it is thought to activate a pattern of gene expression which is associated with diverse forms of muscle wasting [15], [30], [40]. Because muscle wasting is a cardinal feature of KD/SBMA and wasting is present in all 3 models, we were not surprised to find *Fbxo32* in all of the gene lists (Table S4 and Table 1) However, *Fbxo32* was unexpectedly *decreased* in all 3 models, whereas increases in *Fbxo32* were observed in other cases of muscle wasting, including diabetes, renal failure, cancer and denervation [15], [30]. Nonetheless, genes thought to be downstream from *Fbxo32* were also found to be affected in a manner consistent with studies of muscle atrophy (Table S4 and S5), suggesting a non-canonical activation of this pathway. 

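Fbxo32, the ubiquitin ligase atrogin-1, was below WT in every sample of the 3 models, by the probe with signal. Its log2 fold change was -3.20 in HSA-AR (standard error 0.66, adjusted p = 0.384 from limma, n = 3), -2.91 in AR97Q (standard error 0.55, adjusted p = 0.0504, n = 3) and -2.80 in AR113Q (standard error 0.64, adjusted p = 0.259, n = 2). The unadjusted p values were 0.00303, 0.00584 and 0.00351, and no model passed over all genes. These values come from 1 of the 2 Fbxo32 probes, since the other was dim in all groups. Averaged over both probes, the log2 fold changes were -1.84 in HSA-AR, -2.81 in AR97Q and -0.94 in AR113Q. In AR97Q the call sits at the threshold, and quantile normalization (adjusted p = 0.00984) or 1 fit of all 12 arrays (adjusted p = 0.00792) brought it past. Other settings moved it away by limma, with median centring at -1.22 (adjusted p = 0.265), the trend kept (0.069) and the WT ratio subtracted (0.0842). Without AR97Q array 1, 2 or 3 the adjusted p was 0.226, 0.12 and 0.0757 from limma, at -2.42, -2.69 and -3.63. Besides the arrays, the paper reports Fbxo32 as lower in all 3 models by qRT-PCR (Table 1).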

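Genes that rise in denervated muscle were higher in AR97Q, whereas the list of ubiquitin-proteasome genes of muscle atrophy did not pass. Of 8 measured genes of denervation and the neuromuscular junction, 3 rose and none fell (also when adjusted over the list alone), with a median log2 fold change of 1.11 and an adjusted p of 0.0354 from limma's camera, lost with an estimated correlation (adjusted p = 0.0679). They were the acetylcholine receptor subunits Chrna1 at 3.18 (standard error 0.40, adjusted p = 0.0323 from limma) and Chrnb1 at 2.61 (standard error 0.47) and the growth arrest gene Gadd45a. In HSA-AR the 6 measured members had a median of 2.30 (adjusted p = 0.000145, 0.132 with an estimated correlation) and in AR113Q the 3 measured members 2.29 (adjusted p = 0.0218, 0.285 with an estimated correlation), with 2 members higher in each when adjusted over the list alone. Chrna1 was at 5.18 in HSA-AR and 3.63 in AR113Q. The paper's tables had been read when this list was written. Of its measured members, 3 stand in Table S2 (AR97Q), 3 in Table S1 (HSA-AR) and 2 in Table S3 (AR113Q), so that their direction is not independent evidence.

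Of 19 measured ubiquitin-proteasome genes in AR97Q, 1 fell, Traf6 at -1.43, a value that turned to 0.49 when the WT ratio against the reference was subtracted, and none rose. The adjusted p of this list was 0.681 in AR97Q (median 0.03, mean -0.19, none when adjusted over the list alone), 0.112 in HSA-AR (17 genes, median -0.18) and 0.0659 in AR113Q (18 genes, median -0.07). Of 15 autophagy and lysosome genes, 4 rose in AR97Q, among them Gabarapl1 at 1.54 and Lgmn at 1.47, and 1 fell (5 and 1 when adjusted over the list alone; adjusted p = 0.147 as a group). The autophagy list had adjusted p values of 0.4 in HSA-AR (14 genes) and 0.507 in AR113Q (10 genes). Of 10 myogenic genes 4 rose, with the developmental myosins Myh3 at 1.65 and Myh8 at 3.24 among them (4 when adjusted over the list alone), at an adjusted p of 0.0153, or 0.122 with an estimated correlation. This list did not pass in HSA-AR (adjusted p = 0.0899) or AR113Q (adjusted p = 0.302). Of the genes that Tables S4 and S5 mark as changed in muscle atrophy and list as lower, 5 of 6 fell in AR97Q, among them Pfkfb3 at -4.98 and Ugp2 at -1.56. In HSA-AR, 2 of 2 such genes of Table S4 and 2 of 4 of Table S5 were below 0, and in AR113Q 2 of 2 and 4 of 4. None of these was called in HSA-AR or AR113Q. The marked metallothionein Mt1, listed as higher, was at 2.32 (standard error 0.46, adjusted p = 0.056). All AR97Q calls were lost without any 1 array, with log2 fold changes that moved by less than 1.5 times.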

In other words, these results suggest that muscle atrophy in KD/SBMA may not be not triggered by increases in *Fbxo32*, but rather that genes downstream of this ubiquitin ligase may mediate atrophy.

**Table 1:** Validation of the results of microarray experiments by qRT-PCR analysis.

	Microarray Fold Change Relative to WT			qRT-PCR Fold Change Relative to WT (P-value)		
Unigene Symbol	HSA-AR	AR97Q	AR113Q	HSA-AR	AR97Q	AR113Q
*Vegfa*	−1.86	−5.11	−2.22	−1.74 (0.01)	−2.35 (0.03)	−1.92 (0.02)
*Fbxo32*	−3.46	−6.69	−6.67	−2.56 (0.03)	−2.78 (0.05)	−3.03 (0.02)
*Itgb1bp3*	−4.99	−80.73	−18.48	−5.26 (0.05)	−33.33 (<0.01)	−7.69 (0.04)
*Zmnd17*	−9.47	−8.79	−32.22	−4.76 (0.01)	−25.00 (0.04)	−33.33 (<0.01)
*Gbe1*	4.84	2.68	4.05	2.38 (0.05)	5.41 (<0.01)	2.81 (0.04)
*Ankrd1*	15.69	16.68	6.11	45.51 (0.04)	28.55 (<0.01)	6.81 (0.01)

All samples were compared with their WT controls to evaluate fold change. The expression of each test gene was normalized to the level of GAPDH within each sample prior to comparisons between samples. Each group represents samples from 3 mice.

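Of the 40 rows of Table S5, the genes the paper finds in AR97Q and AR113Q, 32 have a named probe. In AR97Q, 7 of the 13 tested genes listed as higher rose and 11 of 16 listed as lower fell at an adjusted p under 0.05 from limma (12 and 16 when adjusted over the list alone), calls that were lost without any 1 of the 3 arrays, with log2 fold changes that moved by less than 1.5 times. Their median log2 fold changes were 2.13 and -1.92, with 12 of 13 above 0 and 16 of 16 below 0. In AR113Q, 7 of 7 were above 0 (median 2.60) and 16 of 16 below 0 (median -1.51), and none passed over all genes from limma, with 6 and 5 at an unadjusted p under 0.05. In HSA-AR, 8 of 8 genes listed as higher were also above 0, with a median of 1.19. Of 17 listed as lower, 12 were below 0 and 5 above 0, with a median of -0.52. None of the HSA-AR values passed over all genes from limma, and 0 and 2 had an unadjusted p under 0.05. The study chose these genes on the same samples, so that the counts are not independent evidence.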

Our analysis also indicates patterns of gene expression associated exclusively with polyQ AR, and maybe associated with symptoms that are found in those models but not HSA-AR (e.g. AR-immunoreactive nuclear inclusions, which are not observed in HSA-AR [41]). The list of genes in the intersection between the polyQ models (AR97Q and AR113Q) is reported in Table 2. With this comparison, we observed several previously identified candidate polyQ genes in our lists, including DnaJ (Hsp40) homolog, subfamily B, member 6 (*Dnajb6*) and P300/CBP-associated factor (*Pcaf*, Table S5). *Dnajb6*, also known as MRJ and its *drosophila* ortholog, can suppress polyglutamine toxicity and aggregate formation *in vitro* and in flies [42], [43]. The histoacetyltransferase *Pcaf* associates with polyQ AR and is found in aggregates in polyQ AR-expressing cells *in vitro* [44]. For both *Dnajb6* and *Pcaf*, the observed pattern is consistent with a protective function of altered mRNA expression within the skeletal muscle of the polyQ AR mice. 

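Pcaf, a histone acetyltransferase, was at a log2 fold change of 1.31 in AR97Q (standard error 0.26, adjusted p = 0.0558 from limma, n = 3 arrays) and did not pass over all genes. In HSA-AR it was at 0.99 (standard error 0.83, adjusted p = 0.999 from limma, n = 3), and its AR113Q spots were dim. Dnajb6, a co-chaperone of the Hsp40 family, had 2 probes and signal in no comparison with WT, because each probe was dim in WT or in the mutant group, and its AR97Q spots were dim. Between AR113Q and HSA-AR, where it could be tested, Dnajb6 differed by 1.13 (standard error 0.65, adjusted p = 0.612 from limma).

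The 27 measured heat shock proteins and chaperones were higher as a group in AR97Q (median 0.34, adjusted p = 0.0356 from camera), a call lost with an estimated correlation (adjusted p = 0.0679), and 5 rose (7 when adjusted over the list alone), among them Hspb1 at 2.20 (standard error 0.26, adjusted p = 0.0316 from limma), Hspb7 at 2.12 and Bag3 at 1.55. These gene calls were lost without any 1 of the 3 arrays, with log2 fold changes that moved by less than 1.5 times. In HSA-AR the 25 measured members had a median of 0.51 (adjusted p = 0.0385, 0.114 with an estimated correlation; 1 higher when adjusted over the list alone), with Hspb7 at 2.15 (standard error 0.56). This HSA-AR call held in 11 of 23 alternative settings, was lost without HSA-AR array 2 (adjusted p = 0.351) or WT array 3 (0.0976), and its direction turned in 2 settings. The AR97Q list was also lost without array 2. The 21 measured in AR113Q had a median of -0.12 and a mean of 0.19 (adjusted p = 0.638).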

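Tables S4 and S5 mark the genes that also change in Huntington's disease model muscle. Of those marked in Table S4, 3 of 3 listed as higher rose and 7 of 8 listed as lower fell in AR97Q at an adjusted p under 0.05 from limma. Cd24a was at a log2 fold change of -3.38 (standard error 0.35), the tubulin gene Tuba8 at -3.33 (standard error 0.36) and Itpr1, a calcium release channel, at -1.89 (standard error 0.29). In HSA-AR the same genes were above 0 in 3 of 3 and below 0 in 6 of 6, with 2 and 4 at an unadjusted p under 0.05, and in AR113Q 2 of 2 and 7 of 7, with 2 and 4. None passed over all genes from limma in HSA-AR or AR113Q. Of those marked in Table S5, 2 of 3 rose in AR97Q, Maged1 at 2.91 and Maged2 at 2.88, and 2 of 3 fell, among them the lipoprotein receptor Vldlr at -2.90. In HSA-AR, Maged1 was at 1.66 (standard error 1.42) and Vldlr at -0.68 (standard error 0.60). The AR97Q calls were lost without any 1 array, with log2 fold changes that moved by less than 1.5 times. All these genes were chosen by the study on the same samples.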

We also observed similarity between our models and gene expression in skeletal muscle of a mouse model of Huntington's disease [29], although these similarities were not entirely limited to polyQ AR mice (Tables S4 and S5). This is significant, as Huntington's disease shares several similarities with KD/SBMA: it is also caused by polyglutamine expansion mutations [4], and neuromuscular pathology, including alterations in skeletal muscle gene expression are observed in mouse models of this disease [29], [45].

**Table 2:** Functional distributions of regulated genes in some clusters by Database for Annotation Visualization and Integrated Discovery (DAVID) analysis.

Pattern of Regulation	Functional Groupings	P-value
Down in all models	Protein modification, Phosphate metabolism, Endoplasmic reticulum, Regulation of neurogenesis, Glycerol metabolism, Amino acid metabolism, Calmodulin binding, Magnesium ion binding, Regulation of protein kinase activity	0.0466
Up in all models	Intracellular organelle, Transcription cofactor activity, Focal adhesion, I band	0.0481
Down in PolyQ models	Metal ion binding, Steroid metabolism, Sarcomere, Muscle contraction, Filamentous actin, Endocytosis, Chemical homeostasis, Macrophage activation, Membrane fraction	0.0408
Up in PolyQ models	Hydrolase activity, Protein binding, Peptidase activity	0.0356
Down in HSA-AR	Protein modification, Metal ion binding, Muscle contraction, Kinase activity, Neuron projection, Actin cytoskeleton, Mitochondrion, Phosphotransferase activity, Glucose metabolism	0.0563
Up in HSA-AR	Protein metabolism, I band, Response to stress, Kallikrein activity, Induction of apoptosis, Zinc ion binding, Calcium ion binding, Transcription factor binding, Actin cytoskeleton	0.0639

Functional analysis of regulated genes was performed using Functional Annotation Tool (DAVID Bioinformatics Resources) according to GO term (biological process, molecular function and cellular component) on several clusters: cluster 8 which was down in all models, cluster 15 which was up in all models, clusters 2 and 7 which were down in polyQ models only, cluster 14 which was up in polyQ models only, cluster 4 which was up only in HSA-AR and clusters 10 and 11 which were up only in HSA-AR.

Loss of AR function is thought to contribute to atrophy in KD/SBMA, as is illustrated by the advanced atrophy of polyQ AR mutant mice on a loss of AR function testicular feminization mutation (*Tfm*) genetic background [12]. The mechanism of the protective actions of AR in this regard are not currently understood, but might involve stimulation of trophic factor production [9], or activation of the Insulin-like growth factor1 (*Igf1*) pathway [40], for example. Some support for this idea was obtained in our microarray results, as we find *Vegfa* is reduced in muscle all 3 lines using qPCR (Table 1) and in the polyQ lines using microarray (Table S5). 

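Vegfa, the vascular growth factor, fell in AR97Q, with a log2 fold change of -1.91 (standard error 0.18, adjusted p = 0.0304 from limma, n = 3 arrays). In AR113Q it was at -0.83 (standard error 0.64, adjusted p = 0.561 from limma, n = 2) and in HSA-AR at -0.30 (standard error 0.65, adjusted p = 0.999, n = 3). With each array centred on its median, the AR97Q value was -0.24. Without AR97Q array 1, 2 or 3 the call was lost (adjusted p = 0.203, 0.0787 and 0.099 from limma), while the value stayed at -1.845, -1.97 and -1.90. Of 11 measured genes of angiogenesis and hypoxia in AR97Q, 4 fell and 1 rose (8 and 2 when adjusted over the list alone), with a median of -1.15, and the list did not pass as a group (adjusted p = 0.0609 from camera). Egln1, an oxygen sensor, was at -1.59, Vezf1, an endothelial transcription factor, at -1.49, and the glucose transporter Slc2a1 was the gene that rose, at 2.66. The list did not pass in HSA-AR (10 genes, median -0.32, adjusted p = 0.431) or AR113Q (11 genes, median -0.32, adjusted p = 0.601). Markers of endothelium did not pass in AR97Q either, with all 7 measured members below 0 (median -0.78, adjusted p = 0.0843 from camera) and 4 lower when adjusted over the list alone.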

We did not find that *Igf1* was reduced, nor was the *Igf1* signaling pathway obviously dysregulated, with the exception of Insulin-like growth factor binding protein 5 (*Igfbp5*), which was decreased in AR97Q and AR113Q (Table S5). It remains possible that *Igf1* is decreased at the protein level.

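Igfbp5 fell in AR97Q, at a log2 fold change of -2.56 (standard error 0.40, adjusted p = 0.0375 from limma, n = 3 arrays), a call lost without any 1 array, with a log2 fold change that moved by less than 1.5 times. It was at -1.52 in AR113Q (standard error 0.66, adjusted p = 0.371, n = 2) and 0.11 in HSA-AR (standard error 0.68, adjusted p = 0.999, n = 3). For Igf1, with 3 probes, and Akt1, with 1, no comparison had signal in every group, so that no fold change is given. Of 22 measured genes of insulin and IGF signalling in AR97Q, 6 fell and 1 rose (7 and 4 when adjusted over the list alone). Those that fell included the insulin-responsive glucose transporter Slc2a4 at -2.84 (standard error 0.25), the lipid synthesis factor Srebf1 at -2.54 and the AMPK subunit Prkag3 at -1.83, and the gene that rose was the receptor Igf2r at 1.69. The list as a whole did not pass (adjusted p = 0.11 from camera, median 0.17, mean -0.33). In AR113Q its 13 measured genes were lower (median -0.20, adjusted p = 0.0478), a call lost with an estimated correlation (adjusted p = 0.117) and without WT array 2, and in HSA-AR the 17 measured genes did not pass (median 0.11, adjusted p = 0.949).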

We extended this comparison of our three models by performing a hierarchical cluster analysis in an effort to further reduce the list of candidate genes (Figure 2). We found that 2 clusters of coregulated genes (cluster 8 and 15) are shared among all three models. 

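Of the genes in Tables S1 to S3, 175 were tested in all 3 comparisons here. By the sign of their mean log2 fold changes, 50 were higher than WT in all 3 models and 89 lower in all 3. Average linkage clustering with Pearson correlation into 15 clusters, as in the paper's Figure 2, gave 8 clusters, with 101 of the 175 genes, whose mean over their members had the same sign in the 3 models. With 10 clusters the number of genes was 80 and with 20 clusters 56. The members of a cluster need not share a sign, since Pearson correlation compares the shape of the 3 values. Of the 101 genes, 23 were higher and 59 lower in all 3 models, and in 1 cluster, of 6 genes, all members had the same sign. The study chose these genes because they changed in at least 1 model, and HSA-AR and AR113Q share their WT sample, so that the counts are not independent evidence.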

Functional analysis of these coregulated clusters can be found in Tables 2 and 3. Analysis of gene ontogeny (GO) terms in coregulated clusters indicated diverse classes of biological functions of regulated genes, including several effects on protein metabolism, ion binding and cellular differentiation (Table 2). Interestingly, decreases in genes mediating metal ion binding were observed in both clusters unique to PolyQ models and HSA-AR, suggesting a convergence of gene function, despite different clustered genes. Kyoto encyclopedia of genes and genomes (KEGG) analysis of coregulated clusters indicated effects on the insulin signaling pathway as well as several cell adhesion and cell signaling pathways (Table 3). 

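Genes of glycogen metabolism and of glycolysis fell in AR97Q. Of 14 measured glycogen genes, 7 fell and 1 rose (9 and 1 when adjusted over the list alone), with a median log2 fold change of -1.34 and an adjusted p of 1.24e-06 from limma's camera (1.05e-05 with an estimated correlation). Pgm2, a phosphoglucomutase, was at -2.85 (standard error 0.18, adjusted p = 0.0276 from limma) and Phkg1, the catalytic subunit of phosphorylase kinase, at -2.55 (standard error 0.17). Of 19 glycolysis genes, 8 fell and 1 rose (12 and 5 when adjusted over the list alone), with a median of -1.22 and an adjusted p of 0.000682 (0.000291 with an estimated correlation). The lactate transporter Slc16a3 was at -2.96 (standard error 0.18) and Gpd1, glycerol-3-phosphate dehydrogenase, at -2.69 (standard error 0.18). Both lists were lost when every spot was used. The gene calls, unlike those of the lists, were lost without any 1 array, with log2 fold changes that moved by less than 1.5 times, and 7 of the 14 glycogen genes stand in Table S2.

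In AR113Q, 9 of 10 glycogen genes were below 0 (median -1.45, adjusted p = 0.00256) and 11 of 12 glycolysis genes (median -1.49, adjusted p = 2.57e-05), both lost with an estimated correlation (adjusted p = 0.317 for each). In HSA-AR, 10 of 12 glycogen genes were below 0 (median -1.28, adjusted p = 0.00205, 0.399 with an estimated correlation), a call also lost without HSA-AR array 3 (adjusted p = 0.0809). Glycolysis did not pass in HSA-AR, with 8 of 13 genes below 0 (median -0.21). Of 25 genes of focal adhesion and integrins in AR97Q, 7 rose and 3 fell (also when adjusted over the list alone), with an adjusted p of 0.341 as a group. Those that rose included the LIM protein genes Pdlim1 at 2.85 and Zyx at 1.59, and among those that fell was Flnc, a filamin of muscle, at -2.51. The list did not pass in HSA-AR (19 genes, adjusted p = 0.386) or AR113Q (17 genes, adjusted p = 0.539).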

Insulin signaling has not previously been examined in KD/SBMA, but disturbance in mitochondria [25] could certainly result from alterations in insulin signaling [46], [47]. Similarly, alterations in cellular differentiation or tissue remodeling associated with muscle pathology could presumably account for the preponderance of these pathways.

**Figure 2:**
Hierarchical cluster analysis of gene expression in the 3 mouse models. Cluster output represents colorimetrically indicated log2 ratio change. Mutant strains are represented by columns and rows represent a single gene. Clusters of co-regulated genes are labeled. Most clusters are unique to one of the mutant strains. Only cluster 8 and 15 show similar patterns across the 3 models, and clusters 7 and 14 are similar in the polyQ models but not HSA-AR.

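By the signs of the mean log2 fold changes of the 175 genes of Tables S1 to S3 tested in all 3 models, 5 genes were higher and 14 lower in AR97Q and AR113Q but not in HSA-AR. A further 8 genes had the same sign in HSA-AR and AR97Q but not AR113Q, and 9 in HSA-AR and AR113Q but not AR97Q. Among the 697 genes that met the paper's thresholds here in at least 1 model by the methods' t-test, 261 were higher and 232 lower in all 3. Of the others, 28 were higher and 30 lower in AR97Q and AR113Q alone, 31 were alike in HSA-AR and AR97Q alone and 115 in HSA-AR and AR113Q alone, the pair that shares a WT sample. Actc1, the cardiac alpha-actin, named after its values had been seen, is an example of the first kind, with log2 fold changes of -0.45 in HSA-AR, 1.77 in AR97Q and 2.03 in AR113Q. These counts go by sign alone, with no test of each gene.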

**Table 3:** KEGG analysis of gene pathways for shared clusters.

Pathway	HSA-AR gene #	P-value	AR97Q gene #	P-value	AR113Q gene #	P-value
Insulin signaling pathway	9	0.0017	9	0.0034	4	0.1996
Focal adhesion	8	0.0420	8	0.0686	6	0.0680
Adherens Junction	4	0.1289	5	0.0500	4	0.0526
Regulation of actin cytoskeleton	6	0.2714	9	0.0398	4	0.4295
Calcium signaling pathway	7	0.0723	9	0.0159	3	
MAPK signaling pathway	2		10	0.0460	4	

Complete gene lists resulting from microarray analysis of each model were separately analyzed with DAVID and the resulting KEGG pathways and associated p-values of obtaining these pathways by chance are represented. The number of hits was determined from the gene lists manually.

Microarray results were validated using quantitative reverse transcription polymerase chain reaction (qRT-PCR) for 6 genes that were changed in all three models. Genes were chosen from microarray results to represent both increased and decreased expression and also representing a range of expression level changes. Results of qRT-PCR agreed very well with microarray results (Table 1). 

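The microarray values of the 6 genes chosen for qRT-PCR had the direction of Table 1 in each of the 18 combinations of gene and model, 15 of them with signal in both groups. This compares direction alone. In AR97Q the fold changes here were larger than the qRT-PCR values of Table 1 for each gene except Gbe1, for which the fold change was smaller. In AR97Q, Zmynd17 was at a log2 ratio of -7.31 (standard error 0.29, adjusted p = 0.0239 from limma, n = 3 arrays), Ankrd1, a stress-induced ankyrin repeat protein of muscle, at 6.69 (standard error 0.38, adjusted p = 0.0276) and Gbe1, the glycogen branching enzyme, at 1.78 (standard error 0.28, adjusted p = 0.038). These calls were lost without any 1 array, with log2 fold changes that moved by less than 1.5 times. Zmynd17 was at -4.95 in HSA-AR (standard error 0.67, adjusted p = 0.298, n = 3). Gbe1 was at 2.25 in HSA-AR (standard error 0.71, adjusted p = 0.631) and 2.84 in AR113Q (standard error 0.70, adjusted p = 0.259, n = 2). Ankrd1 in HSA-AR and AR113Q and Zmynd17 in AR113Q had a group with dim spots, and for them only the sign is given.

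**Figure D2:**
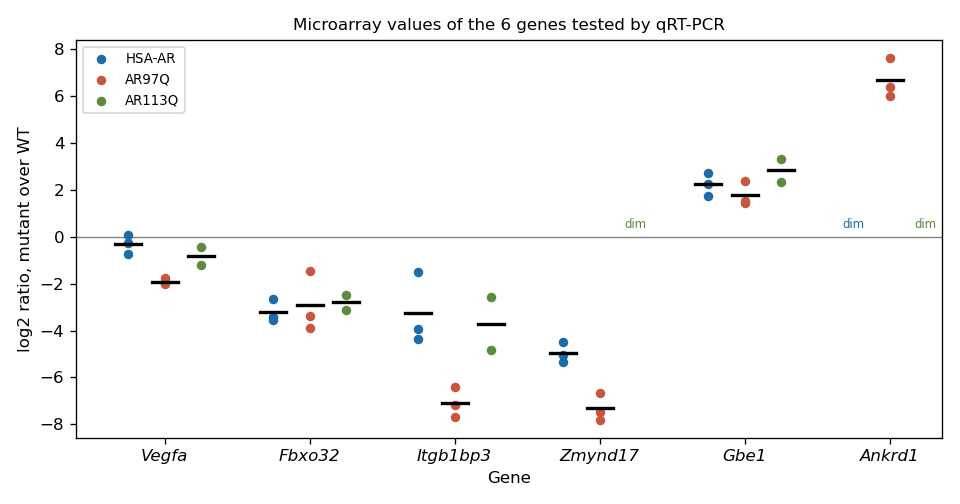
log2 ratio of mutant over WT (vertical axis) of the 6 genes tested by qRT-PCR (horizontal axis), 1 point per hybridization, with bars at the means and "dim" where a group had no signal. Zmynd17 in AR97Q lies between -7.80 and -6.66 and Ankrd1 between 6.01 and 7.63.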

In each of the 18 tests performed, consistent changes in gene expression were observed. These results lead us to conclude that our microarray experiments accurately reflect the gene expression changes occurring in the different disease models.

## Discussion

This report characterizes the transcriptome of skeletal muscle in three independently generated mouse models of KD/SBMA. This study was undertaken to shed light on emerging evidence of myogenic contributions to KD/SBMA (reviewed in [5]). We were specifically interested in identifying patterns of gene expression that are shared between the 3 models, and might therefore account for the muscle wasting, motor axon loss and histopathology typical of KD/SBMA. By comparing results obtained in three models, we were able to greatly reduce the number of candidate genes.

It was surprising to find that *Fbxo32* expression was reduced in all models, as this is a prime candidate gene for muscle atrophy. However, several putative downstream effectors of *Fbxo32* were regulated similarly to other cases of muscular atrophy. Certainly there is precedent for uncoupling within the *Fbxo32* signaling pathway within myocytes [48]. One potential explanation of this observation is that preserved androgen functions in muscle repress *Fbxo32*, but that other cellular pathology initiates the pathway via alternate mechanisms. Consistent with this idea, testosterone decreases *Fbxo32* in rat levator ani muscle [49], and further loss of AR function in mouse models of KD/SBMA accelerates pathology [12]. A final possibility is that *Fbxo32* is indeed involved, but is activated by post-translational modification rather than transcriptional induction.

As we have discussed elsewhere [5], [7], it is surprising that overexpression of WT AR can reproduce some of the effects of polyQ expansion of AR. Aside from the implication that a polyQ expansion is not necessary for pathology, this observation is puzzling because polyQ AR is associated with loss of AR function, whereas overexpression of WT AR would be expected to increase AR signaling. We were therefore interested in comparing polyQ AR and HSA-AR models. 

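Over the genes measured in both models, log2 fold changes against WT correlated across genes at r = 0.397 between HSA-AR and AR97Q (Spearman's rho 0.409, 3780 genes), 0.384 between AR113Q and AR97Q (rho 0.436, 3412 genes) and 0.606 between HSA-AR and AR113Q (rho 0.627, 3212 genes). Genes are not independent replicates. The first 2 pairs share no array, and 62.9 and 65.2% of their genes had the same sign. HSA-AR and AR113Q share the WT sample. Unchanged groups simulated against that sample gave r = 0.708 with 75% of genes alike, against 73% observed, and so lay above the observed correlation. The covariance was 0.738 against a simulated 0.554, a difference of 0.184, and 0.437 and 0.486 for the pairs without a shared array. Fast fibre gene Actn3 was at -2.76 in HSA-AR and -2.02 in AR113Q, and the small heat shock gene Hspb1 at 2.14 and 1.21. Without HSA-AR array 3 the correlation of HSA-AR with AR113Q was 0.32. The first 2 correlations were -0.243 and -0.062 when dim spots were included.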

We find that the overlap between HSA-AR and both AR97Q and AR113Q is comparable to the overlap between the polyQ AR models in terms of the number of genes differentially regulated in any pair-wise comparison (Figures 1 and 2). Moreover, a total of 43 genes (or 20–25% of the genes for a give model) were differentially regulated in all three models. 

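At the paper's thresholds, 5 genes changed in the same direction in all 3 models here, among 3005 genes tested in all of them. Higher were Osbpl1a, an oxysterol-binding protein gene, Lars, a leucyl-tRNA synthetase gene, and 2310039E09Rik. Lower were 1110002E22Rik and a probe without a gene name. These were chosen for naming after their values had been seen, and only Osbpl1a is in Table S4. Its log2 fold changes were 2.81 in HSA-AR, 1.31 in AR97Q and 2.32 in AR113Q (standard errors 0.65, 0.20 and 0.64, adjusted p = 0.414, 0.0375 and 0.259 from limma, the AR97Q call being lost without any 1 array, with a value that moved by less than 1.5 times). Independent lists would share 0.238 higher and 0.186 lower genes, and part of the excess may come from the WT sample that HSA-AR and AR113Q share. The count was 2, 1 and 0 without HSA-AR array 1, 2 or 3 and 3 without AR97Q array 1. It cannot be made without AR113Q array 3, which leaves 1 sample against 1, and it rests on the methods' t-test with 1 WT sample. In that layout, unlike the paper's 3 WT arrays, the test found more unchanged than changed genes in HSA-AR and AR113Q on simulated data. When every array was counted as a sample, 26 genes were higher and 44 lower in all 3 models.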

We also examined our results for evidence of loss of AR function by comparing our gene lists with those reported for ARKO muscle [26]. As expected, several polyQ AR genes are also altered in ARKO muscle (Table S5). 

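Of the genes that Table S4 marks as changed in muscle of androgen receptor knockout (ARKO) mice, 6 are listed as lower (Zmynd17, Amd1, Pla2g7, Smox, Itgb1bp3 and Cd24a) and 1 as higher (Gadd45a). All 6 fell in AR97Q at an adjusted p under 0.05 from limma, with a median log2 fold change of -5.01, and Gadd45a rose, at 3.60 (standard error 0.44, adjusted p = 0.0317). In HSA-AR all 6 were below 0 (median -3.59), 4 with an unadjusted p under 0.05 and none past an adjusted p of 0.05 from limma. Smox was at -3.93 in HSA-AR (standard error 0.65, adjusted p = 0.298) and Gadd45a at 3.24 (standard error 1.60, adjusted p = 0.999). The 5 tested in AR113Q were below 0 (median -3.71), none past the threshold from limma and 4 with an unadjusted p under 0.05. In Table S5, Tceal7 rose in AR97Q, at 2.83 (standard error 0.28, adjusted p = 0.0304), and Slc38a4 was at -3.92 (standard error 0.77, adjusted p = 0.0543). The genes were chosen by the study on these samples.

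A list of AR cofactors and androgen-responsive genes was lower in AR97Q (12 measured, 3 lower and none higher, 5 lower and 2 higher when adjusted over the list alone, median -0.67, adjusted p = 0.00388 from camera), a call lost with an estimated correlation (adjusted p = 0.122) and turned in direction, without a call, in 1 setting. Of its members that fell, Smad3 was at -1.55. In HSA-AR the 14 measured members did not pass (median -0.31, adjusted p = 0.954), and in AR113Q the 10 measured had an adjusted p of 0.0357 (0.0958 with an estimated correlation). The AR97Q gene calls were lost without any 1 array, with log2 fold changes that moved by less than 1.5 times, and Ar itself has no named probe.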

Surprisingly, HSA-AR samples also exhibit alterations in gene expression similar to those observed in ARKO muscle (Table S4), with gene regulation in the same direction, suggesting that a paradoxical loss of AR function may result from AR overexpression. This loss of function might result from disturbance in other components of the AR signaling pathway (e.g. titration of cofactors), or might reflect indirect effects on gene expression resulting from muscle growth, for example.

Nonetheless, some of the differentially regulated genes were shared by AR97Q and ARQ113 models but not HSA-AR (Table S5). It is tempting to speculate that this intersection includes genes that mediate aspects of KD/SBMA that are unique to polyQ expansion of AR. 

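The difference between the polyQ models and HSA-AR was tested itself. Of 3725 genes, limma called 2 that differed between the AR97Q effect and the HSA-AR effect, with 299 at an unadjusted p under 0.05. Myh7, the slow myosin heavy chain, was 5.18 higher on the log2 scale in the AR97Q effect (standard error 0.56, adjusted p = 0.0198), and 9830123M21Rik was at -8.09 (standard error 0.83, adjusted p = 0.0198). The AR97Q effect is a direct ratio to WT brothers, in which a dye effect stays. The HSA-AR effect is a difference of reference ratios to the lone WT sample, in which a dye effect cancels. This contrast cannot tell a difference in layout or WT samples from one between the models. Between AR113Q and HSA-AR, 1 of 3855 differed, an unnamed probe at -7.99 (standard error 0.62, adjusted p = 0.0434), with 284 at an unadjusted p under 0.05. The genes nearest to it without a call were Myh7 at 4.18 (adjusted p = 0.1), Selenbp1 at 4.43 (adjusted p = 0.1), Amy1 at -4.29 (adjusted p = 0.1) and Gpx3 at -3.99 (adjusted p = 0.1). Igfbp5 differed by -2.67 between AR97Q and HSA-AR (adjusted p = 0.274) and by -1.62 between AR113Q and HSA-AR (adjusted p = 0.514), and Vegfa by -1.60 and -0.53 (adjusted p = 0.413 and 0.673), the first of which turned to 1.82 with arrays centred on their medians. On simulated data the test of the AR97Q and HSA-AR effects recovered 2% of genes that differed by 2 on the log2 scale and 78% of those that differed by 4, and that of AR113Q and HSA-AR 30 and 92%, so that smaller differences could be missed. The calls depend on single arrays and on the scaling. Between the AR97Q and HSA-AR effects limma called 0 genes without AR97Q array 1 or 2 (227 and 243 at an unadjusted p under 0.05) and with median centring (114) or scale normalization (379), 27 without AR97Q array 3, and Myh7 was also lost without HSA-AR array 1 (adjusted p = 0.0623). Between AR113Q and HSA-AR limma called 0 without AR113Q array 3 (105 at an unadjusted p under 0.05), HSA-AR array 1 (152) or HSA-AR array 2 (283), and 451 without HSA-AR array 3.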

Notably, protein misfolding [50], aberrant proteolysis of polyQ AR [51], [52], [53] and aberrant interactions with Heat shock proteins [19], [20], [21], [23], [54], [55], [56], have all been implicated in polyQ-specific features of this disease, whereas we find no evidence of AR aggregates in HSA-AR mice [41].

One notable limitation of the current study is uncertainty concerning the androgen-dependence of the observed alterations in gene expression. Because all subjects were unmanipulated adult males, we cannot be certain that observed effects result from testosterone action, or if so, whether ongoing stimulation with testosterone is required for the alterations gene expression. We are therefore conducting experiments to evaluate this possibility by performing microarray analysis of skeletal muscle from female HSA-AR mice which are treated acutely with testosterone to induce KD/SBMA symptoms [7], [57].

## Materials and Methods

### Animals

Ten WT C57BL/6J mice (5 males and 5 females, 70 days old) from Jackson Laboratories were used to make the RNA reference samples.

Three mouse models of KD/SBMA were used in the current study: HSA-AR [7], AR113Q [6], [58], and AR97Q [59]. Two of the three models,, AR97Q and AR113Q, have a polyQ expansion in the AR. HSA-AR are transgenic (Tg) mice that overexpress selectively in skeletal muscle a rat AR with a WT number (24) of glutamine repeats [7]. AR97Q are Tg mice that express human AR under the control of a βactin/CMV promoter [59]. AR-113Q are knock-in mice in which the first exon of the endogenous mouse AR has been replaced with a similar sequence from the human AR containing 113 glutamine repeats [6].

*HSA-AR*: The production, genotyping and phenotyping of HSA-AR transgenic mice has been described elsewhere [7]. Two founding lines (L78 and L141) of HSA-AR mice, that differ in the copy number of the transgene and have corresponding differences in the severity of the neuromuscular atrophy (L178<L141) have been previously characterized. In this study, Tg male mice from L141 (n = 5) and their WT brothers (n = 8, all mice were 110–130 days of age) were used. Behavioral, histological and candidate gene expression data have been previously reported for a subset of these animals [7].

*AR113Q*: The production and genotyping of AR113Q Knock In mice has been described elsewhere [58], as has their neuromuscular phenotype [6]. Mutant males (n = 3, 3–4 months of age), fully backcrossed onto the C57BL/6J strain, were used in this study.

*AR97Q*: The production, genotyping and phenotyping of AR97Q Tg mice has been described elsewhere [59]. Tg AR97Q males and WT brothers (n = 6 of each, 112–118 days old) were used in this study.

All animal experiments conformed to NIH guidelines and were approved by the University Animal Care Committee of the University of Toronto Mississauga (Approved protocol # 20007262).

### Tissue Harvesting and Extraction of RNA

Under surgical anesthesia, limb muscles were dissected, harvested, and immediately frozen in liquid nitrogen before storage at −80°C. Frozen limb muscles were placed in TRizol Reagent (Life Technologies, NY) and homogenized before RNA extraction. The total RNA extraction was performed according to the manufacturer's guidelines. After extraction, an aliquot was used to confirm sample integrity by electrophoresis of glyoxylated RNA through 1.2% agarose gel and visualization by staining with ethidium bromide. RNA was quantified using a Nanodrop (Fisher Scientific) spectrophotometer.

### Sample Labelling, Microarray Hybridization and Data Analysis

Two-color microarray experiments were performed using 38.5K oligo mouse MEEBO arrays (Mouse Ready Arrays, Microarrays Inc., Nashville, TN). This array contains 35,302 oligonucleotide (70mer) probes is largely derived from constitutively expressed exons and represents approximately 25,000 mouse genes.

Cyanine dyes were directly incorporated into cDNA synthesized from total RNA following the procedure of Neal et al. (2003). Briefly, 38 µl reactions containing 20 µg of total RNA, 500 µmol/Lof dATP, dGTP and dTTP; 50 µmol/L dCTP (GE Life Sciences), 25 µmol/L Cy3- or Cy5-dCTP (Perkin Elmer), 10 µmol/L DTT and 150 pmol oligo dT20 primer were heated to 65°C for 5 min, then 42°C for 5 min. 2 µl SuperScript II reverse transcriptase (Invitrogen Corporation) was added, and cDNA synthesis was carried out for 3 h at 42°C. Reactions were stopped by the addition of 5 µL of 50 mmol/L EDTA. RNA was hydrolyzed with 4 µL of 5 mol/L NaOH for 10 min at 65°C, and the reaction was then neutralized by titration with acetic acid. The cDNA from one Cyanine-3 (Perkin Elmer, Boston, MA) reaction (reference sample) were combined with those from a Cyanine-5 (Perkin Elmer, Boston, MA) reaction (experiment sample) and were co-hybridized to oligo array. Images of the hybridized arrays were acquired using a ScanArray 4000 XL laser scanner (Perkin Elmer, Boston, MA) and fluorescent intensities from spots were quantified using GenePix 5 software (Axon Instruments, Inc., CA).

Microarray images and quantification data were then imported into GeneTraffic DUO (Stratagene, La Jolla, CA) for analysis. The data were normalized using the Lowess algorithm at the subgrid level while ignoring flagged values. After normalization of the data, lists of differentially expressed genes were obtained using GeneTraffic.

For the HSA-AR and AR113Q samples, a universal RNA reference sample made from C57BL/6J mice was utilized on each array. Triplicate arrays using RNA samples from the different experimental animals (i.e. HSA-AR Tg males, AR113Q Tg males,and WT brothers) were performed such that 3 animals in each mutant genotype were compared to WT controls. Log2 ratios of experimental (either mutant or their WT brothers) samples (Cy5) versus reference RNA (Cy3) were obtained. The log2 ratios from mutant samples were then subtracted from log2 ratios from WT versus reference RNA controls to find differentially regulated genes. Gene lists were filtered in GeneTraffic to include only those genes that displayed at least 2-fold difference and whose coefficient of variance was less than 100% and had a p-value less than 0.05 using a T-test.

Subsequent to the initial experiments described above, the AR97Q model became available. However, since there were not sufficient amounts of the Universal RNA reference remaining, triplicate arrays using different biological replicates of the AR97Q males (experimental, Cy5) were directly compared with their WT brothers (reference, Cy3). Dye swap experiments were not performed as previous experiments in our lab had demonstrated that they do not alter the lists of differentially expressed genes very much (Neal et. al., 2003). Using GeneTraffic, lists of genes that displayed at least 2-fold difference and whose coefficient of variance was less than 100% were made.

Hierarchical cluster analysis were performed in GeneTraffic DUO using the Pearson algorithm and average linkage [60]. Cluster figures were made using the MultiExperiment Viewer (MeV) in the TM4 suite of software tools (www.tm4.org) (Saeed et al., 2006).

All microarray data is MIAME compliant and has been deposited in GEO (accession number GSE10190).

### Real Time Quantitative RT-PCR

For the quantitative PCR (qRT-PCR) analysis, the 3 biological samples of each genotype used for the microarray analysis plus additional biological samples were used. For the HSA-AR male mice, 2 additional mice were analyzed (5 mice total). For the AR97Q and their WT controls, 3 additional mice were analyzed (6 mice total for each). For the AR113Q males, only the original 3 biological replicates were analyzed. In addition to the biological replicates, 2 or 3 technical replicates of each biological sample were performed. A two-step approach was taken in which the initial reverse transcription was followed by the qRT-PCR amplification After DNase I (Invitrogen Corporation, CA) treatment, DNA-free total RNA was reverse transcribed using a dT_20_VN primer (Sigma, Oakville, ON) with SuperScript II. Each RNA reaction had a control reaction without reverse transcriptase to evaluate any genomic DNA contamination. Two µl of the diluted reaction was used as template for each 25 µL RT-PCR amplification. Reactions were assembled using SYBR® Green JumpStart Taq ReadyMix (Sigma, Oakville, ON). The Mx4000 Multiplex Quantitative PCR System (Stratagene, La Jolla, CA) was used for data acquisition and analysis according to the instructions of the manufacturer. Samples were incubated at 95°C for 10 min prior to thermal cycling (40 cycles of: 95°C for 30 s, 57°C for 30 s, and 72°C for 30 s). In order to confirm the amplification specificity and identity the PCR products, a melting curve analysis between 55°C and 95°C was also carried out using the Mx4000 software. The completed reactions were heated to 95°C for 1 min and cooled to 55°C and reactions were re-heated in 1°C increments back to 95°C in order to plot a dissociation curve. After exporting the ROX-normalized fluorescence measurements to Microsoft Excel, the program LinRegPCR [61] was used to determine the efficiency of each reaction. These efficiencies were used in the final calculation of fold induction from the ΔC_t_ values and the expression of each test gene was normalized to the level of glyceraldehyse 3′ dehydrogenase (GAPDH) within each sample prior to comparisons between samples.

### Primer Design

The cDNA sequences for the genes, *AR*, *GAPDH*, *Fbxo32* (F-box protein 32), *Vegfa* (Vascular endothelial growth factor), *Ankrd1* (Ankyrin repeat domain 1), *Itgb1bp3* (integrin beta 1 binding protein 3), *Zmynd17* (Zinc finger, MYND domain containing 17), Gbe1 (Glucan (1,4-alpha-), branching enzyme 1), *Igf1* (Insulin-like growth factor 1), *Akt1* (Thymoma viral proto-oncogene 1) and *MuRF1* (Tripartite motif-containing 63) were obtained from public databases. PCR primers were designed from the corresponding cDNA sequences using the Whitehead Institute's Primer3 software [62]. All oligonucleotide sequences and primer pairs were checked with OligoAnalyzer 3.0 (http://scitools.idtdna.com/Analyzer/) for secondary structure and dimer formation. Each primer and amplicon sequence was tested using the nucleotide-nucleotide BLAST alignment tool to ensure minimal similarity with any other sequence. Oligonucleotide primers were obtained from Invitrogen. Primer sequences used in this study can be found in Table S6.

## Supporting Information

Table S1 Complete gene list for HSA-AR. Genes regulated in HSA-AR muscle are presented. For inclusion, each gene had to appear in the gene list generated by a 2 fold change, p≤0.05 criteria. Fold change values relative to WT controls are presented, as are Genbank accession numbers, unigene symbols and names.
(0.04 MB XLS)

Table S2 Complete gene list for AR97Q. Genes regulated in AR97Q Tg muscle are presented. For inclusion, each gene had to appear in the gene list generated by a 2 fold change, p≤0.05 criteria. Fold change values relative to WT controls are presented, as are Genbank accession numbers, unigene symbols and names.
(0.05 MB XLS)

Table S3 Complete gene list for AR113Q. Genes regulated in AR113Q muscle are presented. For inclusion, each gene had to appear in the gene list generated by a 2 fold change, p≤0.05 criteria. Fold change values relative to WT controls are presented, as are Genbank accession numbers, unigene symbols and names.
(0.04 MB XLS)

Table S4 Gene list common to all models. Genes regulated in all 3 models are presented. For inclusion, each gene had to appear in the gene list generated by a 2 fold change, p≤0.05 criteria in all models. Fold change values are presented for each model as are Genbank accession numbers, unigene symbols and names. In addition, genes that have been reported to be regulated in skeletal muscle of related conditions are identified: ARKO = genes also identified in microarray analysis of skeletal muscle of AR null mice, Atrophy = genes also identified in microarray analysis of skeletal muscle of diverse conditions resulting in muscular atrophy, DHT = genes also identified in serial analysis of gene expression (SAGE) of skeletal muscle of mice treated with dihydrotestosterone, HD = genes also identified in microarray analysis of skeletal muscle of mouse model of Huntington's disease.
(0.02 MB XLS)

Table S5 The list of up- and down-regulated genes found only in PolyQ models. Genes regulated in all 3 models are presented. For inclusion, each gene had to appear in the gene list generated by a 2 fold change, p≤0.05 criteria in AR97Q and AR113Q models. Fold change values are presented for each model as are Genbank accession numbers, unigene symbols and names. In addition, genes that have been reported to be regulated in skeletal muscle of related conditions are identified: ARKO = genes also identified in microarray analysis of skeletal muscle of AR null mice, Atrophy = genes also identified in microarray analysis of skeletal muscle of diverse conditions resulting in muscular atrophy, HD = genes also identified in microarray analysis of skeletal muscle of mouse model of Huntington's disease.
(0.02 MB XLS)

Table S6 List of primers used for quantitative RT-PCR validation of microarray results.
(0.02 MB XLS)

## References

[1] Kennedy WR, Alter M, Sung JH (1968). Progressive proximal spinal and bulbar muscular atrophy of late onset. A sex-linked recessive trait.. Neurology.

[2] Atsuta N, Watanabe H, Ito M, Banno H, Suzuki K (2006). Natural history of spinal and bulbar muscular atrophy (SBMA): a study of 223 Japanese patients.. Brain.

[3] La Spada AR, Wilson EM, Lubahn DB, Harding AE, Fischbeck KH (1991). Androgen receptor gene mutations in X-linked spinal and bulbar muscular atrophy.. Nature.

[4] Zoghbi HY, Orr HT (2000). Glutamine repeats and neurodegeneration.. Annu Rev Neurosci.

[5] Monks DA, Rao P, Mo K, Johansen JA, Lewis G (2008). Androgen receptor and Kennedy disease/spinal bulbar muscular atrophy.. Horm Behav.

[6] Yu Z, Dadgar N, Albertelli M, Gruis K, Jordan C (2006). Androgen-dependent pathology demonstrates myopathic contribution to the Kennedy disease phenotype in a mouse knock-in model.. J Clin Invest.

[7] Monks DA, Johansen JA, Mo K, Rao P, Eagleson B (2007). Overexpression of wild-type androgen receptor in muscle recapitulates polyglutamine expansion.. Proc Natl Acad Sci U S A.

[8] Katsuno M, Adachi H, Waza M, Banno H, Suzuki K (2006). Pathogenesis, animal models and therapeutics in spinal and bulbar muscular atrophy (SBMA).. Exp Neurol.

[9] Sopher BL, Thomas PS, LaFevre-Bernt MA, Holm IE, Wilke SA (2004). Androgen Receptor YAC Transgenic Mice Recapitulate SBMA Motor Neuronopathy and Implicate VEGF164 in the Motor Neuron Degeneration.. Neuron.

[10] Katsuno M, Adachi H, Sobue G (2003). Spinal and Bulbar Muscular Atrophy: Clinical Features and Pathogenesis.. ACNR.

[11] Adachi H, Waza M, Katsuno M, Tanaka F, Doyu M (2007). Pathogenesis and molecular targeted therapy of spinal and bulbar muscular atrophy.. Neuropathol Appl Neurobiol.

[12] Thomas PS, Fraley GS, Damian V, Woodke LB, Zapata F (2006). Loss of endogenous androgen receptor protein accelerates motor neuron degeneration and accentuates androgen insensitivity in a mouse model of X-linked spinal and bulbar muscular atrophy.. Hum Mol Genet.

[13] McCampbell A, Taylor JP, Taye AA, Robitschek J, Li M (2000). CREB-binding protein sequestration by expanded polyglutamine.. Hum Mol Genet.

[14] Lieberman AP, Harmison G, Strand AD, Olson JM, Fischbeck KH (2002). Altered transcriptional regulation in cells expressing the expanded polyglutamine androgen receptor.. Hum Mol Genet.

[15] Sacheck JM, Hyatt JP, Raffaello A, Jagoe RT, Roy RR (2007). Rapid disuse and denervation atrophy involve transcriptional changes similar to those of muscle wasting during systemic diseases.. FASEB J.

[16] Minamiyama M, Katsuno M, Adachi H, Waza M, Sang C (2004). Sodium butyrate ameliorates phenotypic expression in a transgenic mouse model of spinal and bulbar muscular atrophy.. Hum Mol Genet.

[17] Stenoien DL, Cummings CJ, Adams HP, Mancini MG, Patel K (1999). Polyglutamine-expanded androgen receptors form aggregates that sequester heat shock proteins, proteasome components and SRC-1, and are suppressed by the HDJ-2 chaperone.. Hum Mol Genet.

[18] Walcott JL, Merry DE (2002). Ligand promotes intranuclear inclusions in a novel cell model of spinal and bulbar muscular atrophy.. J Biol Chem.

[19] Kobayashi Y, Kume A, Li M, Doyu M, Hata M (2000). Chaperones Hsp70 and Hsp40 suppress aggregate formation and apoptosis in cultured neuronal cells expressing truncated androgen receptor protein with expanded polyglutamine tract.. J Biol Chem.

[20] Bailey CK, Andriola IF, Kampinga HH, Merry DE (2002). Molecular chaperones enhance the degradation of expanded polyglutamine repeat androgen receptor in a cellular model of spinal and bulbar muscular atrophy.. Hum Mol Genet.

[21] Ishihara K, Yamagishi N, Saito Y, Adachi H, Kobayashi Y (2003). Hsp105alpha suppresses the aggregation of truncated androgen receptor with expanded CAG repeats and cell toxicity.. J Biol Chem.

[22] Thomas M, Harrell JM, Morishima Y, Peng HM, Pratt WB (2006). Pharmacologic and genetic inhibition of hsp90-dependent trafficking reduces aggregation and promotes degradation of the expanded glutamine androgen receptor without stress protein induction.. Hum Mol Genet.

[23] Katsuno M, Sang C, Adachi H, Minamiyama M, Waza M (2005). Pharmacological induction of heat-shock proteins alleviates polyglutamine-mediated motor neuron disease.. Proc Natl Acad Sci U S A.

[24] Waza M, Adachi H, Katsuno M, Minamiyama M, Sang C (2005). 17-AAG, an Hsp90 inhibitor, ameliorates polyglutamine-mediated motor neuron degeneration.. Nat Med.

[25] Ranganathan S, Harmison GG, Meyertholen K, Pennuto M, Burnett BG (2009). Mitochondrial abnormalities in spinal and bulbar muscular atrophy.. Hum Mol Genet.

[26] MacLean HE, Chiu WS, Notini AJ, Axell AM, Davey RA (2008). Impaired skeletal muscle development and function in male, but not female, genomic androgen receptor knockout mice.. FASEB J.

[27] Yoshioka M, Boivin A, Bolduc C, St-Amand J (2007). Gender difference of androgen actions on skeletal muscle transcriptome.. J Mol Endocrinol.

[28] Yoshioka M, Boivin A, Ye P, Labrie F, St-Amand J (2006). Effects of dihydrotestosterone on skeletal muscle transcriptome in mice measured by serial analysis of gene expression.. J Mol Endocrinol.

[29] Strand AD, Aragaki AK, Shaw D, Bird T, Holton J (2005). Gene expression in Huntington's disease skeletal muscle: a potential biomarker.. Hum Mol Genet.

[30] Lecker SH, Jagoe RT, Gilbert A, Gomes M, Baracos V (2004). Multiple types of skeletal muscle atrophy involve a common program of changes in gene expression.. Faseb J.

[31] Miyazaki M, Esser KA (2009). REDD2 is enriched in skeletal muscle and inhibits mTOR signaling in response to leucine and stretch.. Am J Physiol Cell Physiol.

[32] Pisani DF, Leclerc L, Jarretou G, Marini JF, Dechesne CA (2005). SMHS1 is involved in oxidative/glycolytic-energy metabolism balance of muscle fibers.. Biochem Biophys Res Commun.

[33] Eigenthaler M, Engelhardt S, Schinke B, Kobsar A, Schmitteckert E (2003). Disruption of cardiac Ena-VASP protein localization in intercalated disks causes dilated cardiomyopathy.. Am J Physiol Heart Circ Physiol.

[34] Li J, Rao H, Burkin D, Kaufman SJ, Wu C (2003). The muscle integrin binding protein (MIBP) interacts with alpha7beta1 integrin and regulates cell adhesion and laminin matrix deposition.. Dev Biol.

[35] Li J, Mayne R, Wu C (1999). A novel muscle-specific beta 1 integrin binding protein (MIBP) that modulates myogenic differentiation.. J Cell Biol.

[36] Wootton PT, Flavell DM, Montgomery HE, World M, Humphries SE (2007). Lipoprotein-associated phospholipase A2 A379V variant is associated with body composition changes in response to exercise training.. Nutr Metab Cardiovasc Dis.

[37] Fernando SM, Rao P, Niel L, Chatterjee D, Stagljar M (2010). Myocyte androgen receptors increase metabolic rate and improve body composition by reducing fat mass.. Endocrinology.

[38] Orngreen MC, Schelhaas HJ, Jeppesen TD, Akman HO, Wevers RA (2008). Is muscle glycogenolysis impaired in X-linked phosphorylase b kinase deficiency?. Neurology.

[39] Wuyts W, Reyniers E, Ceuterick C, Storm K, de Barsy T (2005). Myopathy and phosphorylase kinase deficiency caused by a mutation in the PHKA1 gene.. Am J Med Genet A.

[40] Palazzolo I, Burnett BG, Young JE, Brenne PL, La Spada AR (2007). Akt blocks ligand binding and protects against expanded polyglutamine androgen receptor toxicity.. Hum Mol Genet.

[41] Monks DA, Johansen JA, Mo K, Rao P, Eagleson B (2007). Overexpression of wild-type androgen receptor in muscle recapitulates polyglutamine disease.. Proc Natl Acad Sci U S A.

[42] Chuang JZ, Zhou H, Zhu M, Li SH, Li XJ (2002). Characterization of a brain-enriched chaperone, MRJ, that inhibits Huntingtin aggregation and toxicity independently.. J Biol Chem.

[43] Fayazi Z, Ghosh S, Marion S, Bao X, Shero M (2006). A Drosophila ortholog of the human MRJ modulates polyglutamine toxicity and aggregation.. Neurobiol Dis.

[44] Katsuno M, Adachi H, Minamiyama M, Waza M, Doi H Disrupted transforming growth factor-beta signaling in spinal and bulbar muscular atrophy.. J Neurosci.

[45] Ribchester RR, Thomson D, Wood NI, Hinks T, Gillingwater TH (2004). Progressive abnormalities in skeletal muscle and neuromuscular junctions of transgenic mice expressing the Huntington's disease mutation.. Eur J Neurosci.

[46] Boirie Y, Short KR, Ahlman B, Charlton M, Nair KS (2001). Tissue-specific regulation of mitochondrial and cytoplasmic protein synthesis rates by insulin.. Diabetes.

[47] Stump CS, Short KR, Bigelow ML, Schimke JM, Nair KS (2003). Effect of insulin on human skeletal muscle mitochondrial ATP production, protein synthesis, and mRNA transcripts.. Proc Natl Acad Sci U S A.

[48] Tong JF, Yan X, Zhu MJ, Du M (2009). AMP-activated protein kinase enhances the expression of muscle-specific ubiquitin ligases despite its activation of IGF-1/Akt signaling in C2C12 myotubes.. J Cell Biochem.

[49] Pires-Oliveira M, Maragno AL, Parreiras-e-Silva LT, Chiavegatti T, Gomes MD Testosterone represses ubiquitin ligases atrogin-1 and Murf-1 expression in an androgen-sensitive rat skeletal muscle in vivo.. J Appl Physiol.

[50] Thomas M, Yu Z, Dadgar N, Varambally S, Yu J (2005). The unfolded protein response modulates toxicity of the expanded glutamine androgen receptor.. J Biol Chem.

[51] Merry DE, Kobayashi Y, Bailey CK, Taye AA, Fischbeck KH (1998). Cleavage, aggregation and toxicity of the expanded androgen receptor in spinal and bulbar muscular atrophy.. Hum Mol Genet.

[52] Li M, Chevalier-Larsen ES, Merry DE, Diamond MI (2007). Soluble androgen receptor oligomers underlie pathology in a mouse model of spinobulbar muscular atrophy.. J Biol Chem.

[53] Mandrusiak LM, Beitel LK, Wang X, Scanlon TC, Chevalier-Larsen E (2003). Transglutaminase potentiates ligand-dependent proteasome dysfunction induced by polyglutamine-expanded androgen receptor.. Hum Mol Genet.

[54] Adachi H, Katsuno M, Minamiyama M, Sang C, Pagoulatos G (2003). Heat shock protein 70 chaperone overexpression ameliorates phenotypes of the spinal and bulbar muscular atrophy transgenic mouse model by reducing nuclear-localized mutant androgen receptor protein.. J Neurosci.

[55] Wyttenbach A, Carmichael J, Swartz J, Furlong RA, Narain Y (2000). Effects of heat shock, heat shock protein 40 (HDJ-2), and proteasome inhibition on protein aggregation in cellular models of Huntington's disease.. Proc Natl Acad Sci U S A.

[56] Adachi H, Waza M, Tokui K, Katsuno M, Minamiyama M (2007). CHIP overexpression reduces mutant androgen receptor protein and ameliorates phenotypes of the spinal and bulbar muscular atrophy transgenic mouse model.. J Neurosci.

[57] Johansen JA, Yu Z, Mo K, Monks DA, Lieberman AP (2008). Recovery of function in a myogenic mouse model of spinal bulbar muscular atrophy.. Neurobiol Dis.

[58] Yu Z, Dadgar N, Albertelli M, Scheller A, Albin RL (2006). Abnormalities of germ cell maturation and sertoli cell cytoskeleton in androgen receptor 113 CAG knock-in mice reveal toxic effects of the mutant protein.. Am J Pathol.

[59] Katsuno M, Adachi H, Kume A, Li M, Nakagomi Y (2002). Testosterone reduction prevents phenotypic expression in a transgenic mouse model of spinal and bulbar muscular atrophy.. Neuron.

[60] Eisen MB, Spellman PT, Brown PO, Botstein D (1998). Cluster analysis and display of genome-wide expression patterns.. Proc Natl Acad Sci U S A.

[61] Ramakers C, Ruijter JM, Deprez RH, Moorman AF (2003). Assumption-free analysis of quantitative real-time polymerase chain reaction (PCR) data.. Neurosci Lett.

[62] Rozen S, Skaletsky H (2000). Primer3 on the WWW for general users and for biologist programmers.. Methods Mol Biol.

How the deposited data were processed for this re-analysis (not part of the article)

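RNA of lower hindlimb muscle was measured on 12 two-colour MEEBO arrays, 3 for each of HSA-AR, WT, AR113Q and AR97Q. HSA-AR, WT and AR113Q were hybridized against a pooled WT reference, and AR97Q against WT brothers. By the methods, arrays were scanned, quantified with GenePix and normalized with Lowess by subgrid without spots marked as poor. The authors deposited 1 table of log2 ratios (Cy5 over Cy3) with 38880 rows and 12 columns, all of which were used. Array intensities, subgrids, control marks and spot marks were not used here, so that the Lowess step was not repeated, control spots could not be left out and no bound is given for dim genes.

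The deposited values were checked first. Column medians for arrays 1 to 3 were -2.97, -3.79 and 1.10 in HSA-AR, -3.33, -3.35 and -3.34 in WT, -1.66, -1.51 and -0.17 in AR113Q and -2.06, -0.93 and 0.44 in AR97Q. Neither the centring nor any other scaling of the table is known. The direction follows the dyes that the methods state. HSA-AR array 3 and WT correlated at down to -0.30 over all spots, most of them dim, and at -0.005 to 0.021 over probes with signal in all groups. HSA-AR arrays 1 and 2 correlated with WT at 0.52 to 0.633 over those probes. There HSA-AR array 3 correlated at 0.482 and 0.242 with HSA-AR arrays 1 and 2, and at 0.495 to 0.66 with the AR97Q arrays. Xist, meant as a check of direction because the reference holds female RNA, was below 0 in HSA-AR (-3.49), AR113Q (-3.76) and WT (-3.61). The column medians of the WT arrays and of HSA-AR arrays 1 and 2 were about as low, so that there Xist cannot check the direction.

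A spot was taken as dim where its value equalled, to 4 decimals, the log2 of a ratio of 2 whole numbers with the smaller at most 40, unless the brighter channel exceeded the 97.5th percentile of the dim spots. A group had signal where at least 2 of its arrays did. Probes with signal numbered 6704 in HSA-AR, 8096 in WT, 6525 in AR113Q and 7251 in AR97Q. Arrays with identical values at over 5% of their spots were averaged, which gave 9 hybridizations, 6 of them on the reference. The running median over 201 probes with signal in all 4 groups (3389 probes), in order of probe number, was subtracted. Of the probes, 30457 had 1 gene symbol, none had several and 8423 had none and kept their identifier. Probes of a gene with signal were averaged. Ar, Trim63 and Gapdh have no named probe.

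Genes were tested with limma (lmFit and eBayes) and Benjamini-Hochberg adjustment at 0.05. HSA-AR, WT and AR113Q shared 1 fit, AR97Q was tested against 0 on its own 3 arrays, and the AR97Q effect was set against the HSA-AR effect in a fit of all hybridizations. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, by which 5 of 9 lists in HSA-AR, 0 of 14 in AR113Q and 6 of 11 in AR97Q passed. The methods' t-test was run at the paper's thresholds of 2-fold, a coefficient of variation under 100% and an unadjusted p under 0.05. It sets 3 HSA-AR or 2 AR113Q samples against 1 WT sample, and on simulated data with 200 genes changed it found 71 changed and 132 unchanged genes in HSA-AR, 52 and 68 in AR113Q and 149 and 29 in AR97Q. The number of arrays limits the precision. The labels and the paper give separate males for the samples of each group, which the values shared between arrays do not bear out for WT and for AR113Q arrays 1 and 2.

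The design fixed before the data were examined used every array and every spot as deposited. The averaging of repeated arrays, the filter on signal and the subtraction of the running median depart from it and were chosen after the values had been seen. Before they were settled, counts had been made with signal needed in WT, in both groups, in either group or nowhere, with and without centring, and with the dimmer channel limited at 20 or 40, and the deposited values had been set beside Tables S1 to S3. Alternatives were other scalings, filters, limits and tests, each replicate left out, every array counted and the replicate number as a block. The design also planned tests of the lists of Tables S1 to S5, and none was run on Tables S3 to S5, since the copies of Tables S3 and S4 used here hold fewer rows than the paper gives.

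The genes named are those the paper names in its text and Table 1, per comparison the 10 highest and 10 lowest log2 fold changes among genes past the threshold with all arrays on 1 side (or, where none passed, the 10 with the smallest p), up to 4 members of each gene list with the smallest p, and Xist and Y-linked genes. Genes of Tables S4 and S5 are named for the paper's marks. The paper's tables had been read when the rule and the lists were written.

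On simulated spots, 100% of dim spots were found and 10.6% of bright spots were taken as dim (20000 spots), and the running median was recovered with a median error of 0.059 (3000 probes). On simulated data with 200 genes changed, genes changed by 2 on the log2 scale were recovered at 4% in HSA-AR (4269 genes), 8% in AR113Q (3911 genes) and 78% in AR97Q (6098 genes), and those changed by 4 at 34, 82 and 98%. For differences of 2 between models the shares were 30% (AR113Q and HSA-AR, 3855 genes) and 2% (the AR97Q and HSA-AR effects, 3725 genes). With 1 of the 3 simulated AR97Q arrays left out, limma called 124 to 146 genes, against 148 with all. In the data it called 0 without AR97Q array 1, 2 or 3, so that the simulation does not match the data there. The simulated noise was independent between genes, with each gene's moderated variance as the true one. The shares recovered may therefore be too high. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1 were used.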

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

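The tests of repeated images and of gland RNA, and the count of signs with the WT ratio subtracted, were chosen after the results were seen, and the other tests of this part before.

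Between AR113Q and HSA-AR, the unnamed probe UT10077 differed by -7.99 on the log2 scale by limma's test of the difference. Between the AR97Q effect and the HSA-AR effect, 9830123M21Rik differed by -8.09 and Myh7 by 5.18 by the same kind of test. The AR97Q and HSA-AR effects also differ in array layout and WT samples, which cannot be told apart from a difference between the models. The first call was lost without AR113Q array 3 or HSA-AR array 1 or 2 and with scale normalization or a robust fit, and the other 2 without AR97Q array 1 or 2 and with median centring or scale normalization. In AR97Q, 474 named genes passed an adjusted p under 0.05 from limma that Table S2 does not list.

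In AR97Q 699 genes passed the threshold, and limma called 0 without array 1, 2 or 3 (1 residual degree of freedom, 1067, 1972 and 1708 at an unadjusted p under 0.05). The log2 fold changes of the called genes moved by less than 1.5 times, which follows from their selection for close values. The 3 arrays allow 4 patterns of signs, too few for a share under 0.05, of which 1 gave as many calls (699, highest other 0). A dye effect per gene common to all arrays, WT included, is argued against by the lone WT sample. Its ratio over the reference differed by -0.50 between the genes called higher and lower, or -14.914% of their difference of 3.34 in AR97Q (95% bootstrap interval -20.1 to -9.88%). With the WT ratio subtracted, 510 of 533 called genes kept their sign and limma called 6 of 4451 genes. A dye effect particular to the AR97Q arrays, or shared with the other mutant arrays but not with WT, was not tested and stays open. Over probes with signal in all groups, the AR97Q arrays correlated at 0.045 to 0.181 with the WT arrays and 0.581 to 0.814 with the AR113Q arrays.

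The 3 WT arrays and AR113Q arrays 1 and 2 shared identical values. Images of 1 hybridization quantified more than once are a candidate explanation, since the pairs shared at least 7.59% of their values and the other 62 pairs at most 0.73%. No biological explanation was tested.

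Amy1, Amy2 and Egf were higher in HSA-AR as a group. Of these 3 genes 2 stand in Table S1, which had been read when the list was written, so that their direction is not independent evidence. Egf was also at 3.66 in AR113Q and 2.36 in AR97Q, and the 3 genes also passed as a group in AR113Q (median 0.70, adjusted p = 0.0376, 0.322 with an estimated correlation). Pancreas RNA is argued against, since 0% of 6 other pancreas genes with a probe had signal in HSA-AR (exact 95% interval 0 to 45.9%, against the 80% needed). Salivary gland RNA cannot be told apart, since 0% of 1 other gene, Klk1, had signal, and 1 gene is too few to decide. The dim values of Klk1 were 1.35 in HSA-AR and -4.10 in WT. Those of the pancreas genes, also dim, were -2.35 to -0.62 in HSA-AR and -4.67 to -3.32 in WT. The paper's Table 2 lists kallikrein activity among the functions up in HSA-AR. A change of these genes in the muscle itself stays open as untested.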

How the results depend on the processing

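The alternatives that change the signal filter, the trend along probe numbers or the counting of repeated arrays were added after the values were seen. The fit as designed was planned before, and stands among the alternatives because the main fit departs from it. Of the values for single genes, 12344 kept their direction and side of the threshold, 687 lost a call, 617 gained one, 479 moved and 7 reversed. Except where a setting's construction shows it, the cause was not tested. Signal over background limits the results, since most spots are dim.

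The main counts are 0 genes in HSA-AR, 0 in AR113Q, 699 in AR97Q, 1 between AR113Q and HSA-AR, 2 between the AR97Q and HSA-AR effects and 0 shared. With quantile normalization they were 3 in HSA-AR, 1366 in AR97Q, 13 and 38 between models and 2 shared. Every array counted gave 498, 1492, 221 and 311 between models, and 430 shared. The fit as designed gave 2, 1, 0 in AR97Q and 0 and 0 between models. Signal on every array gave 4 in HSA-AR, 1084 in AR97Q, 11 and 30 between models and 2 shared. Every spot gave 0 in AR97Q and 0 and 0 between models, and signal in any group 0 and 0. With the trend kept there were 1392 in AR97Q and 0 and 4 between models, with median centring 2 and 0, with scale normalization 0 and 0, with centring on spots with signal 0 and 0, with the higher signal limit 6 and 34, and with a robust fit 0 between AR113Q and HSA-AR. Only the arrays compared gave 1094 in AR113Q, with 1 residual degree of freedom. Subtracting the WT ratio against the reference left 6 in AR97Q, among 4451 genes tested instead of 6098. Of the called genes measured there, 234 of 235 higher and 276 of 298 lower ones kept their sign, with medians of 2.17 (1.55 before) and -1.68 (-1.79 before), a count chosen after the values were seen. The methods' t-test gave 187 in HSA-AR, 352 in AR113Q and 112 shared, and with every array 554, 1554 and 448. After Benjamini-Hochberg adjustment it gave 1 in AR113Q and 0 in AR97Q, and with every array 273 in HSA-AR and 2480 in AR113Q. At 2-fold and the coefficient of variation alone AR97Q had 1283.

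Correlations between same-numbered samples could not show whether the numbers pair them, since the WT arrays, and AR113Q arrays 1 and 2, were taken as images of 1 hybridization. The labels give same-numbered HSA-AR and WT males the same ages and the paper calls the WT males brothers, and neither states a shared litter or day, so that a pairing of those males stays open. The replicate block, with every array counted, gave 101 genes in HSA-AR, 2605 in AR113Q and 2 between AR113Q and HSA-AR.

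The correlation of HSA-AR with AR97Q was 0.397, and 0.36 with median centring, the trend kept or centring on spots with signal, 0.444 with signal on every array, and reversed at -0.217 as designed and -0.243 with every spot. That of AR113Q with AR97Q was 0.384, and 0.327 with the first 3 of these, 0.575 with scale, 0.535 with quantile normalization, 0.495 with signal on every array, 0.331 with signal in any group, 0.002 as designed and reversed at -0.062 with every spot. That of HSA-AR with AR113Q was 0.606, and 0.717 with every spot. Gene lists passing numbered 9 in HSA-AR (5 with an estimated correlation, 18 as designed, 20 with every spot), 14 in AR113Q (0 estimated, 6 with scale normalization, 9 with signal in WT only) and 11 in AR97Q (6 estimated, 7 with signal on every array). With 20 clusters, 56 genes lay in clusters whose mean had 1 sign, against 101. In AR97Q, Traf6 turned to 0.49 with the WT ratio subtracted, and Ulk1 (0.14), Cycs (0.28), Uqcrc1 (0.59), Ndufs3 (0.17), Sms (0.18) and Ryr1 (0.075) turned with median centring.

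Leaving out 1 replicate gave 0 to 4 genes in HSA-AR, 0 to 0 in AR113Q and AR97Q, 0 to 451 between AR113Q and HSA-AR, 0 to 27 between the AR97Q and HSA-AR effects and 0 to 0 shared. Correlations ranged from 0.321 to 0.43 (HSA-AR with AR97Q), 0.325 to 0.434 (AR113Q with AR97Q) and 0.32 to 0.743 (HSA-AR with AR113Q), passing lists from 8 to 11, 13 to 14 and 10 to 12 in HSA-AR, AR113Q and AR97Q, and qRT-PCR genes with the paper's direction stayed at 18 to 18.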

Differences from the paper's values

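Values are fold changes with a minus sign for lower, and the alternatives named were set before the data were examined unless stated. A fold change counts as different where it lies further from the paper's value than the spread between arrays under the same setting, and a count where it is over 1.5 times the other. For Vegfa the paper's Table 1 gives -1.86 in HSA-AR, against -1.23 here, and -5.11 in AR97Q, against -3.74 here. In AR97Q it no longer differs with quantile normalization (-4.89), and with scale normalization (-4.02) only because the spread is wider. In HSA-AR no alternative comes within the spread by coming nearer, and with arrays centred on their medians (-4.15) the value lies further away but the spread is wider. For Fbxo32 in HSA-AR the paper's value is -3.46 and the value here -9.2, which differs under every alternative set before the data were examined. Averaged over both probes, the dim one included, which was chosen after seeing the values, it is -3.59 in HSA-AR and -7.01 in AR97Q (the paper has -6.69), whereas in AR113Q the same averaging gives -1.92 against the paper's -6.67. With dim spots included limma called 0 genes in AR97Q (2490 at an unadjusted p under 0.05), which drops all 127 genes of Table S2 called here. For Itgb1bp3 in AR97Q the paper's values are -80.73 (Table 1) and -81.79 (Table S2) and the value here -136, no longer differing without AR97Q array 1 (-111), and without array 2 (-132) or with scale normalization (-173) only because the spread is wider. For Zmynd17 the paper's values are -9.47 in HSA-AR and -8.79 in AR97Q, against -31 and -159 here, and no alternative closes the gap. With scale normalization in HSA-AR (-16.8) the value is nearer, and it lies within the spread only because the spread is wider. For Gbe1 in AR113Q the paper's value is 4.05, against 7.16, closed without AR113Q array 3 (5.1) or WT array 1 (5.58). For Ankrd1 in AR97Q it is 16.68, against 103, closed with quantile normalization (28).

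For Pla2g7 the paper's Table S1 gives -8.29 in HSA-AR, against -59.7 here (within the spread with scale normalization, -34.4, only because the spread is wider), and Table S3 gives -9.46 in AR113Q, against -11.2 (closed by none). For Phka1, Table S4 gives -4.25 in HSA-AR, against -8.85 (within the spread with scale, -6.65, and quantile normalization, -7.97, and, only because the spread is wider, with median centring, -30.8, and without HSA-AR array 1, -9.38), and -4.48 in AR97Q, against -5.97 (within the spread without AR97Q array 1, -5.77, or array 2, -5.35, and, only because the spread is wider, with median centring, -3.27). In AR113Q, Tables S3 and S4 give -3.95 and -3.68, against -6.07, and for Igfbp5 Table S3 gives -2.33, against -2.86, none closed.

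At the paper's thresholds, the paper's Table S1 lists 70 genes higher in HSA-AR, against 113 here, within 1.5 times with scale (56) and quantile normalization (101), without HSA-AR array 1 (48), 2 (71) or 3 (55), and without WT array 2 (102), and not without WT array 3 (106). Table S2 lists 80 higher and 138 lower in AR97Q, against 384 and 404 here, the first closed by none (144, 223 and 142 without AR97Q array 1, 2 or 3) and the second without AR97Q array 1 (130) or 2 (140), with 246 without array 3, 79 with median centring and 872 with quantile normalization. Table S3 lists 65 higher in AR113Q, against 248 here, closed by none (3 with median centring, 174 with scale and 151 with quantile normalization). Without AR113Q array 3 the methods' t-test has 1 sample against 1 and gives no count. The paper gives 43 genes changed in all 3 models, against 5 here, closed by none of the alternatives. With every array counted, a setting chosen after seeing the values, the number was 70. The counts of 113 and 248 set 3 HSA-AR and 2 AR113Q samples against 1 WT sample, whereas the paper had 3 WT arrays. With every array counted, 299 were higher and 255 lower in HSA-AR, where Table S1 lists 70 and 104. In AR113Q these counts were 1138 and 416, where Table S3 lists 65 and 103.

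The paper lists genes as changed in HSA-AR and AR113Q, where limma called 0 here (248 and 549 at an unadjusted p under 0.05, 187 and 352 by the methods' t-test). Of the genes in Tables S1 to S3 tested here, 110 of 111, 157 of 160 and 77 of 80 had the paper's direction, and 0, 127 and 0 were called. The paper has Fbxo32 as lower in all 3 models, by microarray and also by qRT-PCR (Table 1). On the arrays here it was lower but not called, nor in AR97Q with median centring (adjusted p = 0.265 from limma) or the trend kept (0.069). In AR97Q it was called with quantile normalization (adjusted p = 0.00984), in a fit of all 12 arrays (0.00792) and by probe UT25332 on its own (0.0486), and in AR113Q with only the arrays compared (0.00247). With the replicate block, planned before and run with every array counted, it was called in HSA-AR (0.0294) and AR113Q (0.000115). In settings chosen after seeing the values it was called in AR97Q with signal on every array (0.0185) and a higher signal limit (0.0371), and in HSA-AR and AR113Q with every array counted (0.000658 and 0.000472).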

Other observations

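The test of the genes called in AR97Q in the other models was chosen before its result was seen. The settings with every spot and with the trend kept were added after the values had been seen, whereas the fit as designed was planned before.

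Genes of the metal and oxidative stress response rose in AR97Q, with 5 of 19 measured members higher and none lower at an adjusted p under 0.05 from limma (9 higher when adjusted over the list alone; median log2 fold change 0.86, adjusted p = 0.00374 from camera, 0.00261 with an estimated correlation). They included catalase (Cat) at 2.27 (standard error 0.27), the glutathione transferases Gstm2 at 1.78 and Gstm1 at 1.71, whose sequences are alike, and Nfe2l2, a regulator of such genes, at 1.68. The single-gene calls were lost without array 1, 2 or 3, with log2 fold changes that moved by less than 1.5 times. In HSA-AR the 14 measured members had a median of 0.43 (adjusted p = 0.0385, 0.0394 with an estimated correlation). That call held in 12 of 23 alternative settings, was lost without HSA-AR array 1 (adjusted p = 0.0628) or 2 (0.212), and turned to a call in the opposite direction as designed (0.0264) and with every spot (0.0164). In AR113Q the median was -0.03 (adjusted p = 0.898). Of 42 genes of oxidative phosphorylation in AR97Q, 38 were below 0 (median -0.38, adjusted p = 0.0103, 0.0734 with an estimated correlation), a call lost without array 3, whose direction turned in 2 of the 17 settings run, with a call in 1 of them. This list did not pass in HSA-AR, with 28 of 41 genes below 0 (median -0.24). In AR113Q 36 of 37 were below 0 (median -0.84, adjusted p = 2.14e-05, 0.589 with an estimated correlation).

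In AR113Q, 25 of 28 ribosomal protein genes were below 0 (median -0.53, adjusted p = 0.00555, 0.613 with an estimated correlation), and in AR97Q 26 of 30 were above 0 (adjusted p = 0.103). The 5 antigen presentation genes in AR113Q had a median of 2.05 (adjusted p = 0.0384, 0.341 with an estimated correlation; 3 higher when adjusted over the list alone), with H2-Eb1 at 2.50, a call lost without AR113Q array 3. Markers of erythrocytes in AR113Q had a median of -1.19 (3 genes, adjusted p = 0.0265, 0.317 with an estimated correlation). Extracellular matrix genes did not pass in AR113Q (14 of 16 above 0, median 1.06, adjusted p = 0.507) or AR97Q (20 genes, adjusted p = 0.644), nor did nerve markers in AR97Q (3 genes, median 2.08, adjusted p = 0.05).

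One hypothesis is that the changes called in AR97Q are also present in HSA-AR and AR113Q. All 4 of 4 camera tests, of the genes called higher and lower in each of the other models, passed in the direction of AR97Q at the preset correlation. With an estimated correlation the genes called higher lie at the threshold in HSA-AR (adjusted p = 0.05) and near it in AR113Q (0.046). The genes were measured on separate arrays, though HSA-AR and AR113Q share the WT sample, so that the 2 models are not separate tests. A technical effect shared by the mutant arrays but not by the WT sample was not tested, and could give the same result.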
